# Transcriptional and Metabolic Changes Associated to the Infection by *Fusarium verticillioides* in Maize Inbreds with Contrasting Ear Rot Resistance

**DOI:** 10.1371/journal.pone.0061580

**Published:** 2013-04-18

**Authors:** Valeria A. Campos-Bermudez, Carolina M. Fauguel, Marcos A. Tronconi, Paula Casati, Daniel A. Presello, Carlos S. Andreo

## Abstract

*Fusarium verticillioides* causes ear rot and grain mycotoxins in maize (Zea mays L.), which are harmful to human and animal health. Breeding and growing less susceptible plant genotypes is one alternative to reduce these detrimental effects. A better understanding of the resistance mechanisms would facilitate the implementation of strategic molecular agriculture to breeding of resistant germplasm. Our aim was to identify genes and metabolites that may be related to the *Fusarium* reaction in a resistant (L4637) and a susceptible (L4674) inbred. Gene expression data were obtained from microarray hybridizations in inoculated and non-inoculated kernels from both inbreds. Fungal inoculation did not produce considerable changes in gene expression and metabolites in L4637. Defense-related genes changed in L4674 kernels, responding specifically to the pathogen infection. These results indicate that L4637 resistance may be mainly due to constitutive defense mechanisms preventing fungal infection. These mechanisms seem to be poorly expressed in L4674; and despite the inoculation activate a defense response; this is not enough to prevent the disease progress in this susceptible line. Through this study, a global view of differential genes expressed and metabolites accumulated during resistance and susceptibility to *F. verticillioides* inoculation has been obtained, giving additional information about the mechanisms and pathways conferring resistance to this important disease in maize.

## Introduction

*Fusarium verticillioides*, (Saccardo) Nirenberg [( = *F. moniliforme* (Sheldon), teleomorph *Gibberella moniliformis* (Wineland) ( = *G. fujikuroi* (Sawada Ito in Ito & Kimura, mating population A)] is the prevalent kernel and ear rotting pathogen in Argentina [1]. This fungus produces yield losses [2] and grain contamination with several mycotoxins, including fumonisins [3]–[5]. Fumonisin occurrence in foods and feeds has wide economic implications [6], and the development of management strategies for controlling *F. verticilliodes* infection and fumonisin contamination are needed to reduce detrimental effects on human and animal health [7]. There is a positive association between visible symptoms caused by *F. verticillioides* infection and mycotoxin concentration [8], [9]. *F. verticillioides* infection and fumonisin contamination occur as maize kernels come up to physiological maturity, and increase during the season up to the average harvest date [10], [11]. *F. verticillioides* enters the ear through the silk channel, spreads within the ear on the silks, and infects isolated single kernels or groups of kernels in localized areas of the ear [12]. After conidia reach maize silks, penetration and colonization occur with a series of biochemical reactions being affected by resistance mechanisms in the host plant. Therefore, developing and using resistant hybrids may prevent both ear rot progress and grain fumonisin contamination. Although genetic variation for resistance to *Fusarium* ear rot exists among inbred lines and hybrids in field maize [13]–[15], there is no evidence of complete resistance to either ear rot or fumonisin accumulation. High levels of disease resistance were observed in Argentinean landraces [13] that are being used to improve elite germplasm. In part, the difficulty in developing more resistant genotypes is due to the lack of understanding of the factors important to *F. verticillioides* infection and fumonisin accumulation.

Plants defend themselves against pathogen attack by activating a multicomponent defense response. Activation of signal transduction network after pathogen recognition results in a reprogramming of cellular metabolism involving large changes in gene activity [16]. Expressions of a large array of genes whose products are involved in diverse primary and secondary metabolic pathways are rapidly induced or strongly up-regulated [17]. These responses include induction of pathogenesis related (PR) genes like those coding for glucanases and chitinases, production of secondary metabolites or reinforcement of cell walls. The identification of genes controlling resistance to this fungus in ear rot would facilitate their introgression into commercial hybrids. In plant-pathogen interactions, microarray studies provide a more comprehensive understanding of molecular responses in the infection process, allowing the elucidation of mechanisms involved in resistance. The aim of this work was to identify gene transcripts and metabolic host factors that could control plant resistance and susceptibility to *F. verticillioides* infection in maize. The knowledge accumulated in these studies will serve as fundamental basis to the development of original strategic agriculture.

## Results

### Symptom Severity, Grain Ergosterol and Fumonisin Content

For all the experiments, two maize inbreds with contrasting phenotypes were chosen. Inbred L4637 was classified as resistant and L4674 as susceptible according to their field behavior after a fungal inoculation treatment in a previous experiment [14], [18], [19]. *F. verticillioides* inoculation was carried out through the silk channel, considering that it is the principal entry route of this fungal pathogen. Disease severity, ergosterol and fumonisin contents were tested in the grains to evaluate field responses of the two maize selected lines (Table 1).

**Table 1:** Ear rot severity, ergosterol and fumonisin concentration in grains of two inbred subjected to artificial inoculation with conidial suspensions of *F. verticillioides.*

Inbred	Fumonisin concentration (ppm)	Disease severity (%)^1^	Ergosterol concentration (ppm)
L4637	144,4	2,22*	4,41*
L4674	406,6	81,71	48,37

1 Percentage of the ear visibly covered with mold after inoculation with *F. verticillioides*.

* Differences between means are significant at p<0.05.

The resistant inbred exhibited lower disease severity and grain fumonisin accumulation compared to the susceptible one (Table 1). Disease severity only determines the visual damage in grains; therefore, to analyze the fungus content in the sample, we measured ergosterol levels in infected tissues. Ergosterol is a specific component of the fungal membrane and its analysis is commonly used to estimate the fungal biomass formed on natural solid substrates [20]. After inoculation, L4637 exhibited lower grain fumonisin, ergosterol concentration and disease severity compared to L4674 (Table 1), suggesting that kernels of the resistant inbred are less likely to be invaded by the fungi. This is supported by the absence of the pathogen in the pericarp surface and internal structures in L4637 inoculated kernels analyzed by scanning electronic microscopy (Figure 1).

**Figure 1:**
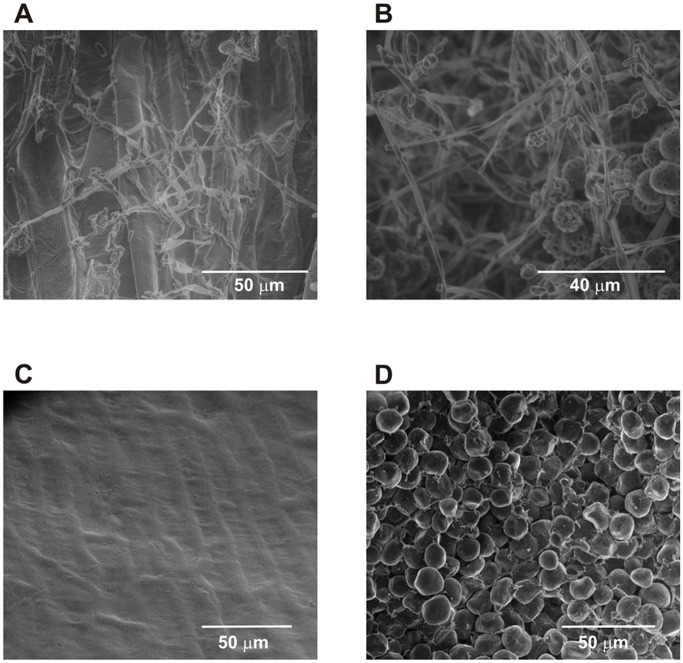
Scanning electron micrographs of *Fusarium verticillioides* inoculated maize kernels of L4637 (resistant) and L4674 (susceptible) inbreds. Hyphae growing at the pericarp surface (A) and endosperm (B) in susceptible inbred. Absence of external (C) and internal (D) fungal infection in the resistant inbred.

### Microarray Analysis of Transcriptomic Changes in Kernels Under F. Verticillioides Infection

The global gene expression profiles of maize kernels under *F. verticillioides* infection were examined using Maize Oligonucleotide Arrays to measure and compare the accumulation of transcripts of more than 30,000 maize genes. 

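Kernel RNA of the resistant inbred L4637 and the susceptible inbred L4674, inoculated (I) or non inoculated (NI), was compared on 6 two-colour arrays, each carrying 1 extract labelled with Cy3 and another labelled with Cy5. Every pair of the 4 groups shares 1 array, so that each group has 3 extracts and no extract was labelled with both dyes. An array holds 46128 spots, of which 43536 carry 43393 maize probes and 2592 are controls. The deposited values are a log2 ratio of the dyes per spot, for 32048 to 43712 spots of an array. The authors' deposited table gives a mean normalized intensity per group for the probes kept by their filter, which are 11151 probes in L4674 NI, 13437 in L4674 I, 8441 in L4637 NI and 9889 in L4637 I. Which dye is the numerator of each ratio is not stated with the files and was read from its correlation across probes with the authors' group means (absolute r between 0.438 and 0.828 on the 6 arrays, across probes that are not independent), so that values given here and those of the authors' table are not independent. Ratios were averaged over the spots of a probe and centred on the median of the 6740 probes with a mean in all 4 groups. A linear model with a dye term and 3 group terms was fitted with limma to the probes that had all 6 ratios and a mean in both groups compared, which leaves 2 residual degrees of freedom. Probes were taken as differentially expressed at an adjusted p of 0.05 or less (Benjamini-Hochberg) and a change of 1.2-fold or more. The median standard error of a log2 fold change was 0.27 to 0.29 within and between inbreds and 0.38 for the difference between the responses of the inbreds. In simulated data of the same size, 82% to 89% of the probes changed 4-fold passed in the 4 comparisons and 0% of those changed 2-fold, of which 75% to 83.5% had an unadjusted p under 0.05. Only 200 probes were changed there, and the adjusted test passes smaller changes where more probes change. These percentages therefore do not set the limit on the arrays. Between non inoculated inbreds 1704 probes passed, of which 1071 had an absolute log2 of 1.2 or more. Gene lists were compared with all other probes by camera with its preset correlation of 0.01, and each p was also computed with an estimated correlation. That estimate rests on 2 residual degrees of freedom and no list passed with it in any comparison. A list that does not pass there is therefore not set apart from the others.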

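The chloroplast 30S ribosomal protein S7 (MZ00034882), a component of the small subunit of the plastid ribosome, fell after inoculation of L4674, with a log2 fold change of -4.60 (standard error 0.31, adjusted p = 0.0347 from limma). Ribosomal protein L2 (MZ00040527) had a log2 fold change of -3.36 (standard error 0.27) and an adjusted p of 0.0535. Of 9585 probes tested, S7 alone passed both thresholds, and 2587 (27.0%) had an unadjusted p under 0.05 and a change of 1.2-fold or more. At an adjusted p of 0.1 or less, a threshold chosen after the values were seen, 1142 probes passed. Without the array of L4674 NI and L4674 I, the only 1 that holds both groups, the standard error of this comparison was 4.05 times as large and limma called 0 probes (202 at an unadjusted p under 0.05). It also called 0 (2091 unadjusted) without the array of L4637 I and L4637 NI, and without the other arrays in turn it called 465 to 833. S7 had -4.56 (adjusted p = 0.0801) with the replicate number as a block and -4.57 (adjusted p = 0.0607) with the arrays centred on the probes tested. Its adjusted p was 0.260 from an ordinary linear model and 0.0843 over the probes with a mean in at least 1 group, and each of these alternatives called 0 probes.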

In total, we identified 510 differentially expressed sequences when the analysis was done using samples from the L4674 inbred. Among these, 79 have not assigned functions. 

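Among probes with an annotation, the lowest value in inoculated L4674 after S7 was that of a putative peroxidase precursor (MZ00037443), with a log2 fold change of -4.13 (standard error 0.89, adjusted p = 0.0683). Cytochrome c oxidase subunit 6b-1 (MZ00023986), a subunit of the last complex of the respiratory chain, had -3.51 (standard error 0.63, adjusted p = 0.0650), and an rRNA promoter binding protein (MZ00036162) had -3.08 (standard error 0.59, adjusted p = 0.0658). Starch synthase III (MZ00028994) had 1.54 (standard error 0.31, adjusted p = 0.0660), and starch synthase I (MZ00025456) had -1.26. Of 13 probes for starch synthesis, none was differentially expressed, and 2 were higher and 4 lower when adjusted over the list alone (median log2 fold change -0.28, adjusted p = 0.892 from camera). Of the annotated probes, limma called 0 higher and 1 lower, and 957 were higher and 1241 lower at an unadjusted p under 0.05 with a change of 1.2-fold. With the arrays not centred the adjusted test called 2402 annotated probes higher and 38 lower, and the median log2 fold change of all probes then rose by 0.82.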

From the assigned genes, we detected 293 up-regulated and 138 down-regulated genes. 

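In L4637 the pathogenesis-related homeodomain protein PRHA (MZ00017729), a transcription factor, had a log2 fold change of -2.13 after inoculation (standard error 0.30, adjusted p = 0.702 from limma). Ribosomal protein S1 (MZ00040064) had a log2 fold change of 2.02 (standard error 0.41) and the same adjusted p, the smallest of the 7738 probes tested. When adjusted over the 46 probes of pathogenesis-related and antifungal proteins alone, PRHA was lower (adjusted p = 0.0127). None of the 7738 was differentially expressed by limma or by an ordinary linear model per probe, and 518 (6.69%) had an unadjusted p under 0.05 and a change of 1.2-fold by limma and 326 by the linear model. Without the array of L4637 NI and L4674 NI limma called 95 probes (83 higher, 12 lower) with 1226 at an unadjusted p under 0.05. That unadjusted number was 965 without the array of L4637 I and L4674 NI, 338 without that of L4674 I and L4637 I, 396 without that of L4674 I and L4637 NI, and 196 without either array holding both groups of 1 inbred.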

In the same comparison using samples from the L4637 inbred, only 37 sequences were differentially expressed, 32 of these genes have assigned putative functions. Among these, 12 were up-regulated and 20 down-regulated. 

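Of the 518 probes at an unadjusted p under 0.05 and 1.2-fold in L4637, 183 were higher and 335 lower after inoculation (144 and 295 of those with an annotation), while 0 passed the adjusted test of limma in either direction. Over the probes with a mean in at least 1 group 819 were higher and 381 lower at that unadjusted threshold, and without the array of L4637 NI and L4674 NI 614 and 612. The filter on a mean in at least 1 group also admits probes with no mean in L4637. Those with a mean in L4674 I alone are 2364 in the authors' deposited table. The largest positive log2 fold changes among the 518 were 3.12 and 3.11 for the unannotated probes MZ00047896 and MZ00045658 (standard errors 0.63 and 0.56, adjusted p = 0.702 for both). A senescence-associated protein (MZ00035840) had 2.24 (standard error 0.83) and a cytochrome P450 (MZ00036544) 2.20 (standard error 0.78). On the lower side, RING3 (MZ00007049) had a log2 fold change of -2.60 (standard error 0.96, adjusted p = 0.725).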

All of the differentially expressed genes are reported in File S1 with the corresponding p-values.

The differentially expressed sequences were classified into 36 functional categories using the MapMan software [21], which relied on its own ontology to classify genes and metabolites, and provides a modular system to visualize the results in the context of pathways and processes. As the functional annotation of maize sequences is still limited, the functional classification implemented in the mapping files was that of the Oryza sativa spp. Japonica genes. In general, we observed that the majority of transcripts were classified in protein, RNA, DNA, stress, transport, signaling and cell metabolism categories. However, some groups had lower numeric relevance in our samples.

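Ribosomal proteins were lower as a group in inoculated L4674. Of 444 probes measured 1, that for S7, was differentially expressed, and 2 were higher and 61 lower when adjusted over the list alone (median log2 fold change -0.35, adjusted p = 5.47e-07 from camera, adjusted p = 0.821 with an estimated correlation). Ribosomal protein L36 (MZ00034866) had -2.94 (standard error 0.35, adjusted p = 0.0650 from limma) and S8 (MZ00034883) -2.44 (standard error 0.25). Of 141 probes for translation factors, none was differentially expressed and 6 were higher and 25 lower when adjusted over the list alone (median -0.27, adjusted p = 0.0140 from camera, adjusted p = 0.821 with an estimated correlation). Among these, elongation factor 1 gamma (MZ00035122) had -2.21 (standard error 0.33), the RNA helicase eIF-4A (MZ00041945) -2.15 (standard error 0.34), and a SUI1 initiation factor (MZ00030512) whose best annotated match is a fungal protein 2.35 (standard error 0.59, adjusted p = 0.0815). Small heat shock proteins, chaperones that bind unfolded proteins, were lower in 7 of 26 probes when adjusted over the list alone (median -0.52, adjusted p = 0.00160 from camera, adjusted p = 0.832 with an estimated correlation). With the arrays not centred the median was positive in all 3 lists, at 0.47 for ribosomal proteins, 0.55 for translation factors and 0.30 for small heat shock proteins. That choice adds 0.82 to the log2 fold change of every probe in this comparison. The lists thus stayed as far below the other probes as before. Without the array of L4674 NI and L4674 I the adjusted p from camera was 0.109, 0.538 and 0.538 in turn, with translation factors then higher.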

When the transcriptomes from inoculated vs non inoculated samples from L4674 were compared, we found that among the annotated genes, those belonging to protein, RNA, and stress categories represented the most important fungal inoculation responsive genes, accounting for around 70 % of transcript changes, whereas those classified in transport, signaling, cell metabolism, miscellaneous and DNA metabolism were also affected but in less proportion (Figure. 2A). The analysis of expression in each category reveals a greater number of induced genes after the fungal inoculation, where the RNA, protein and cell metabolism categories show the most significant effects. 

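Of the 2587 probes at an unadjusted p under 0.05 and 1.2-fold in L4674, 1180 were higher and 1407 lower after inoculation, against 4403 higher and 123 lower with the arrays not centred. Every probe then rises by 0.82, so that a list keeps its distance from the other probes. Histones, the proteins that package DNA, and proteins of DNA replication were lower as a group in 1 list, with 10 of 74 probes lower and 0 higher when adjusted over the list alone and none differentially expressed (median log2 fold change -0.38, but 0.44 with the arrays not centred; adjusted p = 0.00487 from camera, adjusted p = 0.821 with an estimated correlation). A histone H2A (MZ00036765) had -2.28 (standard error 0.35) and a histone H3 (MZ00036229) -2.05 (standard error 0.29). Metallothioneins, cysteine-rich proteins that bind metals, were lower in 4 of 44 probes when adjusted over the list alone (median -0.71, but 0.11 with the arrays not centred; adjusted p = 1.45e-04 from camera, adjusted p = 0.832 with an estimated correlation). Of 15 probes for MYB transcription factors 3 were higher and 1 lower when adjusted over the list alone (median 0.19, adjusted p = 0.434 from camera), among them a P-type R2R3 Myb protein (MZ00040707) at -1.68 (standard error 0.25, adjusted p = 0.0650 from limma). Of 179 probes for the proteasome and ubiquitin, none passed in either way of adjusting and 23 were higher and 30 lower at an unadjusted p under 0.05 (median 0.01, mean -0.05, adjusted p = 0.916 from camera, with a positive direction). Camera gave 0.227 for the list with histones and 0.538 for metallothioneins without the array of L4674 NI and L4674 I.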

Interestingly, the transcript with higher induction after inoculation corresponds to a zein protein, with a log_2_ fold change up to 4.5, which was not included in the MapMan analysis as it does not show homology to any transcript in rice (File S1). 

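Zeins, the storage proteins of the maize endosperm, had the largest positive values in inoculated L4674. The zein zp22/D87 (MZ00037974) had a log2 fold change of 3.74 (standard error 0.38, adjusted p = 0.0650 from limma), the 19 kDa zein Zd1 (MZ00037986) 3.69 (standard error 0.52), the 19 kDa zein of clone GZ19AB11 (MZ00038255) 3.57 (standard error 0.50) and a 22 kDa alpha zein (MZ00041024) 3.40 (standard error 0.47). Of 66 zein probes, 0 were differentially expressed by limma over all probes, and 58 were higher and 1 lower both at an unadjusted p under 0.05 and when adjusted over the list alone. Their median log2 fold change was 2.72, with 65 above 0 (adjusted p = 5.17e-31 from camera, adjusted p = 0.832 with an estimated correlation, adjusted p = 0.154 from fry). Without the array of L4674 NI and L4674 I the median was 0.40 and the adjusted p from camera 0.170, while the standard error of the comparison was 4.05 times as large. Without that array zp22/D87 had 1.55, Zd1 -0.28, clone GZ19AB11 -0.58 and the 22 kDa alpha zein -0.12, and the median was 1.64 when the dye term was also left out. With that error these signs are not settled.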

In the list of up-regulated genes, there are stress response related transcripts, such as heat shock proteins (MZ00019093), a cellulose synthase-like protein (MZ00021213), a mannitol 1-phosphate dehydrogenase (MZ00022515), a sucrose synthase (MZ00026383) and an endoxyloglucan transferase (MZ00054823), signal transduction like a chromatin-remodeling factor CHD3 (MZ00016410), an auxin-independent growth mRNA (axi1) (MZ00029605), a WRKY 70 transcription factor (MZ00054846), a putative Myb-like DNA-binding protein (MZ00018761) and a glycine-rich protein (MZ00016231). 

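Heat shock protein 70 (MZ00019093), a chaperone, had the largest positive value of these transcripts in inoculated L4674, a log2 fold change of 1.92 (standard error 0.27, adjusted p = 0.0650 from limma). The chromatin remodelling protein CHD3 (MZ00016410) had 1.46 (standard error 0.27) and the auxin-independent growth protein axi1 (MZ00029605) 1.59 (standard error 0.26), with the same adjusted p. WRKY 70 (MZ00054846) had 1.44 (standard error 0.32, adjusted p = 0.0712) and the endoxyloglucan transferase (MZ00054823), which remodels cell wall xyloglucan, 0.75 (standard error 0.25, adjusted p = 0.130). All 5 had an unadjusted p under 0.05 and none was differentially expressed by limma. The value of WRKY 70 was -0.13 without the array of L4674 NI and L4674 I, where the standard error of the comparison was 4.05 times as large. Its highest value with an array left out was 1.65.

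**Figure D1:**
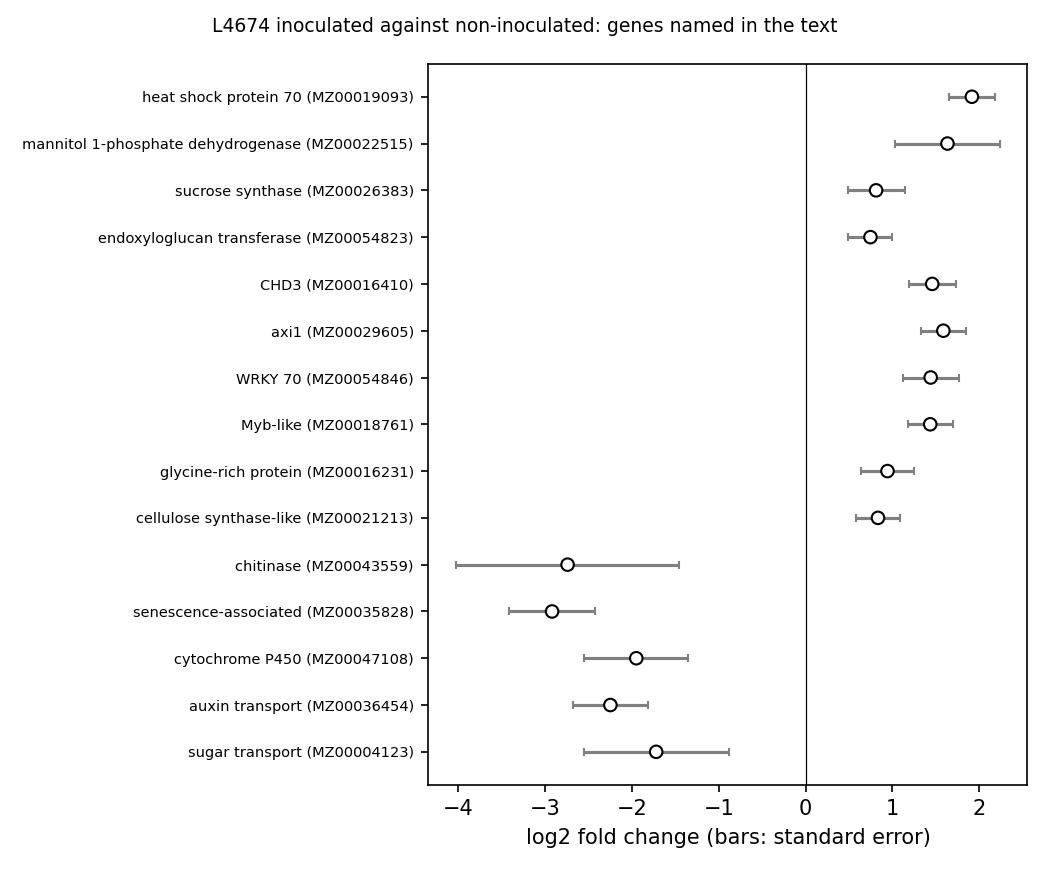
Log2 fold change of the transcripts named for L4674 (inoculated against non inoculated), with bars of 1 standard error of the limma fit. The auxin transport protein, the chitinase, the senescence-associated protein, the cytochrome P450 and the sugar transport protein lie below 0 and the others above it.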

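The senescence-associated protein (MZ00035828) had a log2 fold change of -2.92 in inoculated L4674 (standard error 0.49, adjusted p = 0.0650 from limma) and the auxin transport protein (MZ00036454) -2.25 (standard error 0.43). The chitinase (MZ00043559), an enzyme that cleaves chitin of fungal walls, had -2.74 (standard error 1.29, adjusted p = 0.227), the cytochrome P450 (MZ00047108) -1.95 (standard error 0.60, adjusted p = 0.111) and the sugar transport protein (MZ00004123) -1.72 (standard error 0.84, adjusted p = 0.238). None of the 5 was differentially expressed. Of 14 chitinase probes, 1 was lower and 0 higher when adjusted over the list alone (median -0.48, adjusted p = 0.432 from camera, and 0.0109 without the array of L4674 I and L4637 NI). None of 33 probes for cytochromes P450, 8 for glucanases, 63 for pathogenesis-related and antifungal proteins and 23 for phenylpropanoid synthesis passed in either way of adjusting. At an unadjusted p under 0.05 these lists had 2 higher and 5 lower (median -0.07, adjusted p = 0.916), 1 and 2 (median -0.34, adjusted p = 0.804), 5 and 10 (median 0.01, mean -0.07, adjusted p = 0.896) and 0 and 4 (median 0.03, mean -0.06, adjusted p = 0.961). A PR-1 protein (MZ00037062) had 1.76 (standard error 0.54, adjusted p = 0.109) and an osmotin-like protein (MZ00033786) -1.29 (standard error 0.35, adjusted p = 0.0906).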

The down-regulated genes primarily related to the functions of metabolism and defense, including stress-responsive genes such as a chitinase (MZ00043559), a senescence-associated protein (MZ00035828), a cytochrome P450 (MZ00047108), an auxin transport protein (MZ00036454) and a sugar transport protein (MZ00004123).

**Figure 2:**
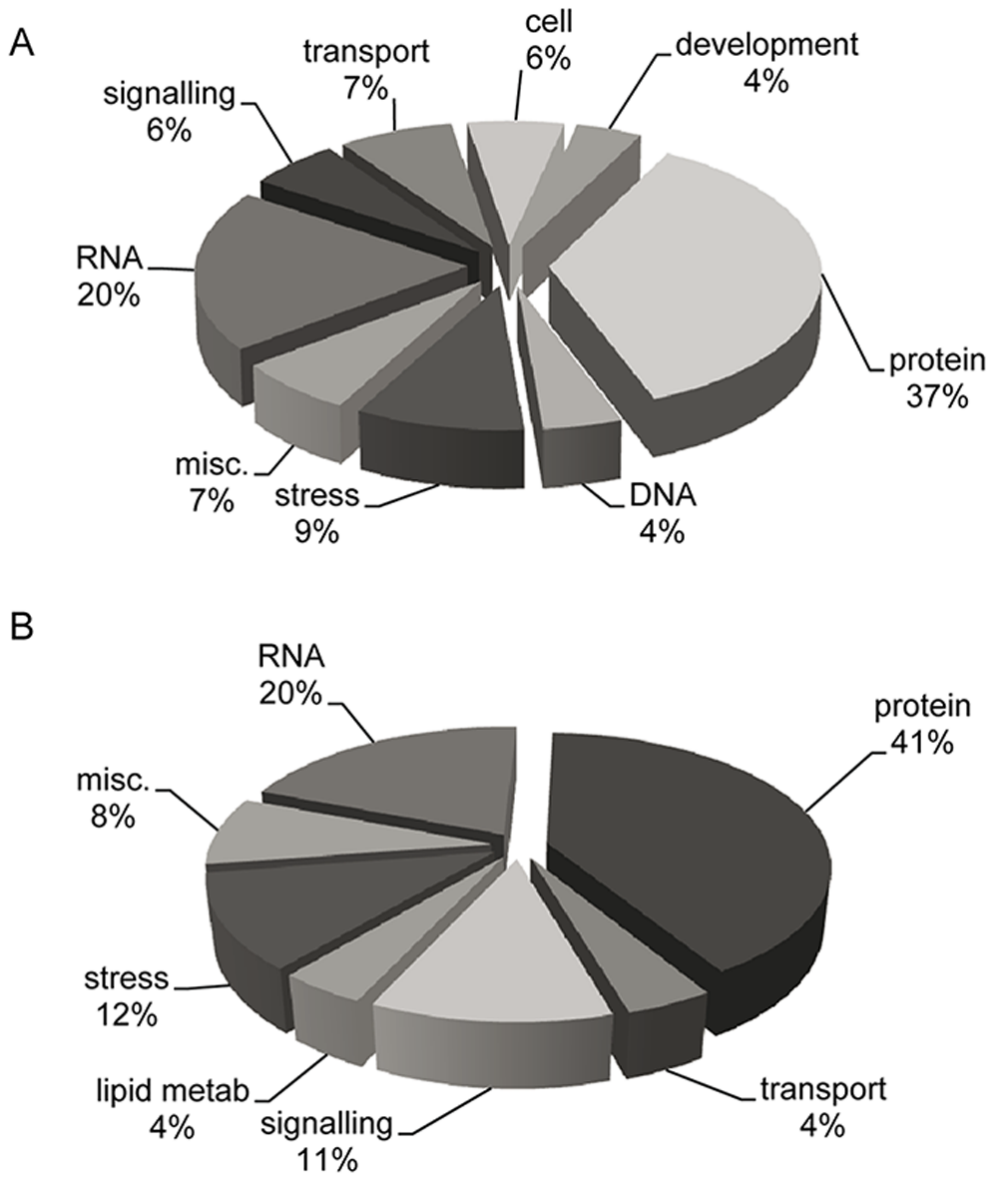
Comparison of gene expression in grain tissues of L4637 (A) and L4674 (B) maize inbreds after *Fusarium verticillioides* infection.

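Metallothioneins, and histones together with proteins of DNA replication, were higher as groups in inoculated L4637, without a differentially expressed probe in either. Of 40 metallothionein probes 7 were higher and 0 lower at an unadjusted p under 0.05 (median log2 fold change 0.63, adjusted p = 5.95e-11 from camera, adjusted p = 0.628 with an estimated correlation), among them MZ00042804 at 1.45 (standard error 0.38, adjusted p = 0.725 from limma). Of 45 probes for histones and DNA replication 4 were higher and 0 lower (median 0.31, adjusted p = 4.75e-07 from camera, adjusted p = 0.628 with an estimated correlation), and a histone H4 (MZ00040859) had 1.25 (standard error 0.31). Chitinases (10 probes, 1 higher and 0 lower at an unadjusted p under 0.05, median 0.76) had an adjusted p of 9.90e-04 from camera, and the list of peroxidases, which use hydrogen peroxide as oxidant, and other antioxidant proteins (53 probes, 0 higher and 0 lower, median 0.18), an adjusted p of 9.92e-04. Both gave an adjusted p = 0.628 with an estimated correlation. Camera gave 0.381 for chitinases without the array of L4674 I and L4637 I, and 0.151 for the antioxidant list without that of L4637 NI and L4674 NI.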

For L4637 grain samples, we found that there were only a few transcripts which levels were affected by the inoculation. However, significant changes were observed in transcripts corresponding to the protein, RNA, and stress functional categories. Interestingly, transcript changes correspond to repression in gene expression after fungal inoculation; particularly in the protein category (Figure 2B). However, some transcripts like those encoding a mannitol 1-phosphate dehydrogenase (MZ00022515), an early drought induced protein (MZ00039626) and a physical impedance induced protein (MZ00041473) were up-regulated (File S1).

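Transcripts of protein synthesis, folding and degradation lay close to 0 on the whole in inoculated L4637. The median log2 fold change was -0.01 for 408 probes of ribosomal proteins (4 higher and 2 lower at an unadjusted p under 0.05), -0.06 for 131 probes of translation factors (0 and 2), -0.04 for 166 probes of the proteasome and ubiquitin (1 and 5) and -0.07 for 152 probes of heat shock proteins and chaperones (3 and 9). None of these probes was differentially expressed by limma, and none passed when adjusted over its list alone. The adjusted p from camera was 0.542, 0.907, 0.674 and 0.674 in turn, and its direction for ribosomal proteins was positive. Over the 519 ribosomal probes with a mean in at least 1 group 21 were higher and 5 lower at an unadjusted p under 0.05 (median 0.03). A DnaJ homologue (MZ00044252), a co-chaperone, had -1.47 (standard error 0.46), a heat shock protein 90 (MZ00035952) -1.41 (standard error 0.40), and a triple-A ATPase of the 26S proteasome (MZ00024941) -1.04 (standard error 0.39).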

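The mannitol 1-phosphate dehydrogenase (MZ00022515), an enzyme of mannitol synthesis, had a log2 fold change of 2.40 in inoculated L4637 (standard error 0.60, adjusted p = 0.725 from limma). The early drought induced protein (MZ00039626) had 1.02 (standard error 0.26, adjusted p = 0.725) and the physical impedance induced protein (MZ00041473) 0.21 (standard error 0.39, adjusted p = 0.914). None of these was differentially expressed, and the first pair had an unadjusted p under 0.05. The value of the dehydrogenase was 1.27 without the array of L4637 NI and L4674 NI. That of the physical impedance induced protein lay between -0.15 and 0.89 with an array left out. The best annotated match of the dehydrogenase is a fungal protein, and it is the 1 probe of filamentous fungi tested in L4637. The 17 probes tested that are annotated to other fungi had a median of 1.15 in inoculated L4637, with 2 higher and 0 lower at an unadjusted p under 0.05, and 19 such probes a median of -0.98 in inoculated L4674.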

The transcriptomes of L4637 and L4674 grain samples were also compared. First, non inoculated kernel mRNA samples from both inbreds were compared. From this comparison, it is interesting that L4637 presented higher expression levels of 408 genes in comparison with L4674, many of them encode proteins that participate in resistance responses to pathogens; therefore, it is possible that the resistance observed in this line is due to a preformed or a constitutively expressed defense system. 

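Non inoculated kernels of the inbreds differed in 1704 of 7290 probes, of which 837 were higher and 867 lower in L4637. A pair of gamma-thionins, small antifungal peptides (MZ00039304 and MZ00039310), were higher in L4637 by log2 fold changes of 2.77 (standard error 0.26, adjusted p = 0.00554 from limma) and 2.76 (standard error 0.32, adjusted p = 0.00630), and a cystatin, an inhibitor of cysteine proteinases (MZ00036708), by 2.54 (standard error 0.40, adjusted p = 0.0131). The cysteine proteinase mir3 (MZ00042352) was higher by 1.85 (standard error 0.29). Of 44 probes for pathogenesis-related and antifungal proteins, 7 were higher and 10 lower (7 and 11 when adjusted over the list alone; median -0.19, adjusted p = 0.173 from camera). Of 15 probes for protease inhibitors, 3 were higher and 4 lower (3 and 5 over the list alone; median -0.27, adjusted p = 0.439), and of 17 for phenylpropanoid synthesis 2 and 4 (3 and 5 over the list alone; median -0.09, adjusted p = 0.638). Over the probes with a mean in at least 1 group these lists had 6 higher and 22 lower of 76 (median -0.58), 4 and 7 of 24 (median -0.29) and 2 and 9 of 41 (median -0.29). Chitinases were lower in L4637 in 4 of 9 probes and higher in 0 (7 lower over the list alone; median -1.88, adjusted p = 2.68e-04, adjusted p = 0.587 with an estimated correlation), with MZ00041276 at -2.82 (standard error 0.24, adjusted p = 0.00483). With the arrays not centred 4378 probes were higher and 169 lower and the median of all probes rose by 1.14, and with a loess curve on mean intensity 1166 were higher and 722 lower and it rose by 0.16. The number of probes called was 535 with the arrays scaled to the same spread, 582 with the replicate number as a block and 1 by an ordinary linear model (1793 at an unadjusted p under 0.05). Limma called 0 probes without the array of L4674 NI and L4674 I (904 at an unadjusted p under 0.05, against 2885 with all arrays) and 0 without that of L4637 I and L4637 NI (2068), and called 1018 without that of L4674 I and L4637 NI and 902 (279 higher, 623 lower) without that of L4637 NI and L4674 NI. Over all probes with a mean in at least 1 group, which need have none in the groups compared, it called 1378 higher and 2344 lower. From the transcripts that were higher in L4637 without inoculation, many of them for proteins of pathogen response, the paper gives as a possibility that a defense system already in place in this inbred underlies its resistance.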

Among the transcripts showing increased levels in the resistant inbred, we found a beta-glucosidase (MZ00044454), metallothioneines (MZ00042895), a member of the 26S proteasome (MZ00041312), a beta-1,3-glucanase (MZ00021961), an arabinoxylan arabinofuranohydrolase isoenzyme AXAH-II (MZ00014360), a transcription factor of WRKY family (MZ00054846), a DNA binding protein (MZ00023051), a phenylalanine ammonia-lyase (MZ00025088) and a lipase (MZ00037469). 

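Phenylalanine ammonia-lyase (MZ00025088), which opens the phenylpropanoid pathway, was higher in non inoculated L4637 by a log2 fold change of 3.85 (standard error 0.61, adjusted p = 0.0132 from limma), and the metallothionein (MZ00042895) by 3.34 (standard error 0.24, adjusted p = 0.00278). The beta-glucosidase (MZ00044454) was higher by 2.56 (standard error 0.23, adjusted p = 0.00554), the WRKY DNA binding protein (MZ00023051) by 2.46 (standard error 0.24, adjusted p = 0.00598), the glucanase (MZ00021961) by 1.78 (standard error 0.27), AXAH-II (MZ00014360), which trims arabinoxylan of the cell wall, by 1.76 (standard error 0.29), the 26S proteasome member (MZ00041312) by 1.74 (standard error 0.25) and WRKY 70 (MZ00054846) by 1.25 (standard error 0.30, adjusted p = 0.0323). The lipase (MZ00037469) had 0.29 (standard error 0.26, adjusted p = 0.449). As a group, metallothioneins were lower in L4637, in 30 of 41 probes against 3 higher (32 and 3 when adjusted over the list alone; median -2.11, adjusted p = 2.27e-10 from camera, adjusted p = 0.587 with an estimated correlation). Of 161 probes for the proteasome and ubiquitin, 15 were higher and 8 lower (9 and 5 over the list alone; median 0.12, adjusted p = 0.308), and of 236 with a mean in at least 1 group 18 were higher and 21 lower (median 0.02). None of these probes passed without the array of L4674 NI and L4674 I, nor without that of L4637 I and L4637 NI. No probe of this comparison did so, and these losses do not single out the named ones. Without that of L4637 NI and L4674 NI, phenylalanine ammonia-lyase had 2.14 and WRKY 70 0.69, and the glucanase and WRKY 70 no longer passed, the latter also without that of L4674 I and L4637 NI.

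**Figure D2:**
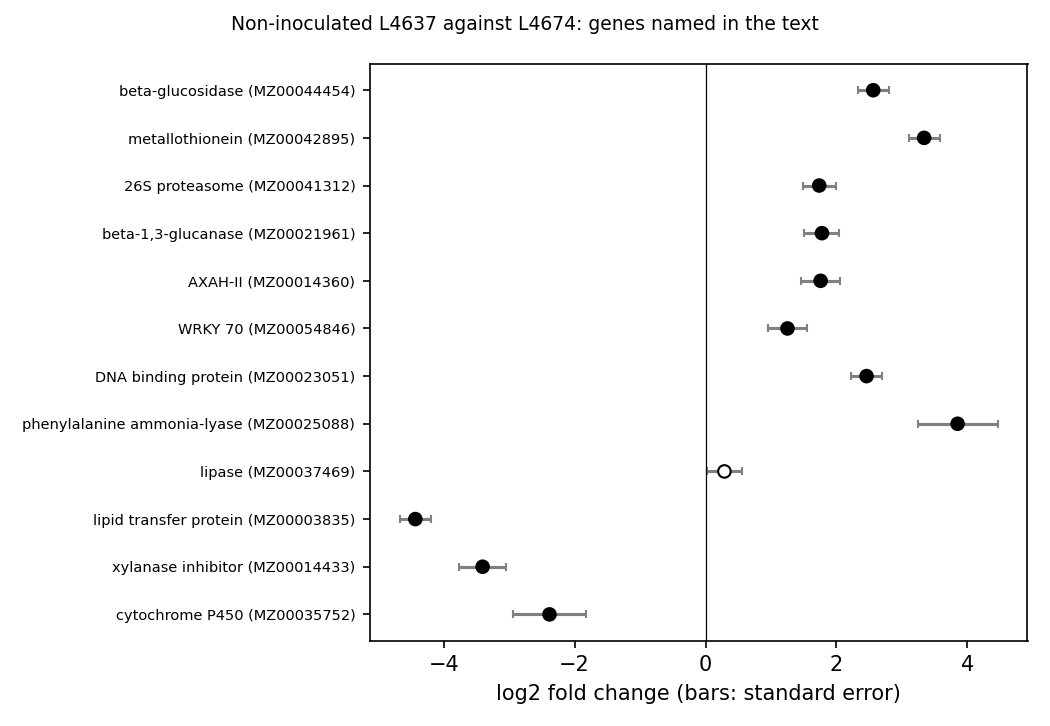
Log2 fold change of the transcripts named for non inoculated kernels (L4637 against L4674), with bars of 1 standard error of the limma fit. Filled points are differentially expressed and open points are not; the lipase is the open point.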

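A thiazole monophosphate biosynthesis enzyme (MZ00005242), which makes the thiazole part of thiamin, was lower in non inoculated L4637 with a log2 fold change of -6.20 (standard error 0.31, adjusted p = 0.00126 from limma). The lipid transfer protein (MZ00003835), of a family of small lipid-binding proteins, was lower at -4.43 (standard error 0.24, adjusted p = 0.00126), the xylanase inhibitor (MZ00014433) at -3.41 (standard error 0.36, adjusted p = 0.00605) and the cytochrome P450 (MZ00035752) at -2.38 (standard error 0.56, adjusted p = 0.0303). Lipid transfer proteins were lower in 7 of 12 probes and higher in 0 (9 lower when adjusted over the list alone; median -1.18, but -0.04 with the arrays not centred; adjusted p = 1.27e-05 from camera, adjusted p = 0.587 with an estimated correlation). Peroxidases and other antioxidant proteins were lower in 15 of 51 probes and higher in 2 (17 and 3 over the list alone; median -0.69, but 0.45 with the arrays not centred; adjusted p = 3.92e-05, adjusted p = 0.587 with an estimated correlation), with a peroxidase precursor (MZ00037443) at -4.33 (standard error 0.85, adjusted p = 0.0192). Of 23 probes for cytochromes P450, 5 were lower and 0 higher (the same numbers over the list alone; median -0.30, adjusted p = 0.173). Without centring every probe of this comparison rises by 1.14, so that these lists keep their distance from the other probes. None of the named probes passed without the array of L4674 NI and L4674 I or without that of L4637 I and L4637 NI, where no probe of this comparison did. The cytochrome P450 had -4.02 without that of L4637 NI and L4674 NI.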

The most important down-regulated genes encountered were those related to a lipid transfer protein (MZ00003835), a xylanase inhibitor (MZ00014433) and a cytochrome P450 (MZ00035752).

A similar comparison using inoculated grain samples from both inbreds revealed that 204 genes showed increased levels in the L4637. 

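In inoculated kernels 858 of 8768 probes differed between the inbreds, 351 higher and 507 lower in L4637. The largest value above 0 among them was that of a hypothetical protein (MZ00040770), a log2 fold change of 4.74 (standard error 0.36, adjusted p = 0.00293), and metallothioneins, which bind metals, were among the next, at 4.54 for MZ00042895 (standard error 0.24, adjusted p = 0.00246 from limma) and 3.80 for MZ00037028 (standard error 0.26, adjusted p = 0.00264). As a group, metallothioneins were higher in 3 and lower in 12 of 43 probes (median -0.54). Ribosomal proteins were higher in L4637 in 42 of 421 probes and lower in 11 (54 and 18 when adjusted over the list alone; median 0.20, adjusted p = 0.00824 from camera, adjusted p = 0.561 with an estimated correlation). Translation factors were higher in 17 of 141 probes and lower in 2 (24 and 3 over the list alone; median 0.24, adjusted p = 0.00399, adjusted p = 0.561 with an estimated correlation), with elongation factor 1 beta (MZ00039876) at 2.45 (standard error 0.38, adjusted p = 0.0171). Camera gave 0.0729 for ribosomal proteins without the array of L4674 I and L4637 NI, and for translation factors 0.138 without that of L4674 NI and L4674 I and 0.0504 without that of L4674 I and L4637 I. Over the probes with a mean in at least 1 group, 9 of 519 for ribosomal proteins were higher and 12 lower (median 0.15), and 4 of 169 for translation factors were higher and 4 lower (median 0.22). The higher and lower probes were 383 and 240 with the arrays not centred, where the median of all probes rose by 0.20, 500 and 477 with a loess curve on mean intensity, 10 and 4 with the arrays scaled to the same spread, and 96 and 173 with the replicate number as a block. Limma called 0 probes without the array of L4674 NI and L4674 I (513 at an unadjusted p under 0.05, against 2601 with all arrays), 15 without that of L4637 I and L4637 NI, 206 without that of L4674 I and L4637 I and 1978 without that of L4637 NI and L4674 NI, and an ordinary linear model called 0 with all arrays (1603 unadjusted).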

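In inoculated kernels the beta-glucosidase (MZ00044454) was higher in L4637 by a log2 fold change of 3.40 (standard error 0.24, adjusted p = 0.00265 from limma) and the 26S proteasome member (MZ00041312) by 1.79 (standard error 0.25, adjusted p = 0.0140). The pectinesterase (MZ00030453), a cell wall enzyme, had 1.61 (standard error 0.59, adjusted p = 0.131) and the glucanase (MZ00027418) 1.60 (standard error 0.53, adjusted p = 0.104). The lipid transfer protein (MZ00003835) was lower at -4.65 (standard error 0.24, adjusted p = 0.00246), the glutathione transferase (MZ00015071), a detoxification enzyme, at -3.77 (standard error 0.25) and the subtilisin inhibitor (MZ00041005) at -3.02 (standard error 0.27). Zeins were lower in L4637 in 16 of 26 probes and higher in 0 (18 lower when adjusted over the list alone; median -3.44, adjusted p = 3.54e-11 from camera, adjusted p = 0.561 with an estimated correlation), with Zd1 (MZ00037986) at -5.08 (standard error 0.49, adjusted p = 0.00601). Glucanases were higher in 1 of 4 probes (3 over the list alone; median 1.04, adjusted p = 0.0351, adjusted p = 0.561 with an estimated correlation), which camera gave as 0.399 without the array of L4674 NI and L4674 I, 0.0977 without that of L4674 I and L4637 I, 0.0719 without that of L4637 I and L4674 NI and 0.0531 without that of L4637 NI and L4674 NI. Over the 10 glucanase probes with a mean in at least 1 group, 0 were higher and 1 lower (3 and 3 at an unadjusted p under 0.05), with a median of 0.06. None of these probes passed without the array of L4674 NI and L4674 I, where no probe of this comparison did. The beta-glucosidase, the 26S proteasome member and the inhibitor did not pass without that of L4637 I and L4637 NI, where 15 of all probes did. The glucanase MZ00027418 had -0.12 without the first of these arrays and 0.38 without that of L4674 I and L4637 I.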

Genes with increased expression corresponded to a beta-glucosidase (MZ00044454), a beta-1,3-glucanase (MZ00027418), a pectinesterase (MZ00030453) and a member of the 26S proteasome (MZ00041312), and the down-regulated genes include a lipid transfer protein (MZ00003835), zein-alpha precursors, a glutathione S-transferase (MZ00015071) and a subtilisin/chymotrypsin inhibitor (MZ00041005).

### Gene Expression Analyses by Real-time Quantitative RT-PCR (qRT-PCR)

We further used real-time quantitative RT-PCR to confirm the expression changes of transcripts identified by the microarray analysis. Seven genes were selected and three independent biological replicates were performed. 

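On the arrays the chitinase (MZ00041277) was lower in non inoculated L4637 than in L4674 with a log2 fold change of -4.55 (standard error 0.94, adjusted p = 0.0223 from limma). The pathogenesis-related protein PR10 (MZ00014229) had -1.29 in the same comparison (standard error 0.38, adjusted p = 0.0539, and 0.0160 over the 6 of the 7 genes that were tested) and was lower in inoculated L4637 at -1.72 (standard error 0.38, adjusted p = 0.0408). The xylanase inhibitor (MZ00014433) was lower in inoculated L4637 at -2.71 (standard error 0.36, adjusted p = 0.0111). The malic enzyme (MZ00041285), which forms pyruvate from malate, had 0.65 without inoculation (standard error 0.50, adjusted p = 0.374) and -0.97 with it (standard error 0.50, adjusted p = 0.246). Within L4674 the malic enzyme had 0.99 and the chitinase -2.06 after inoculation (standard errors 0.53 and 0.99), and within L4637 -0.63 and 1.76. The other 4 genes measured lay between -0.32 and 0.62 within the inbreds. No gene passed within an inbred, even over those 6 genes alone (smallest adjusted p 0.326 in L4674 and 0.433 in L4637). The glucanase (MZ00030174) was not tested, since only probes with all ratios were fitted and it has none on the array of L4637 I and L4674 NI. None of the calls above held without the array of L4674 NI and L4674 I, where no probe passed between the inbreds with or without inoculation. PR10 and the xylanase inhibitor were also lost without that of L4637 I and L4637 NI, PR10 also without that of L4674 I and L4637 I, and the chitinase without that of L4637 I and L4637 NI and that of L4637 I and L4674 NI (and at -6.69 without that of L4637 NI and L4674 NI).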

The results show that, despite differences existing between transcripts levels determined by both techniques, mRNA levels of the seven genes analyzed by qRT-PCR correlate well with the microarray results (Figure 3).

**Figure 3:**
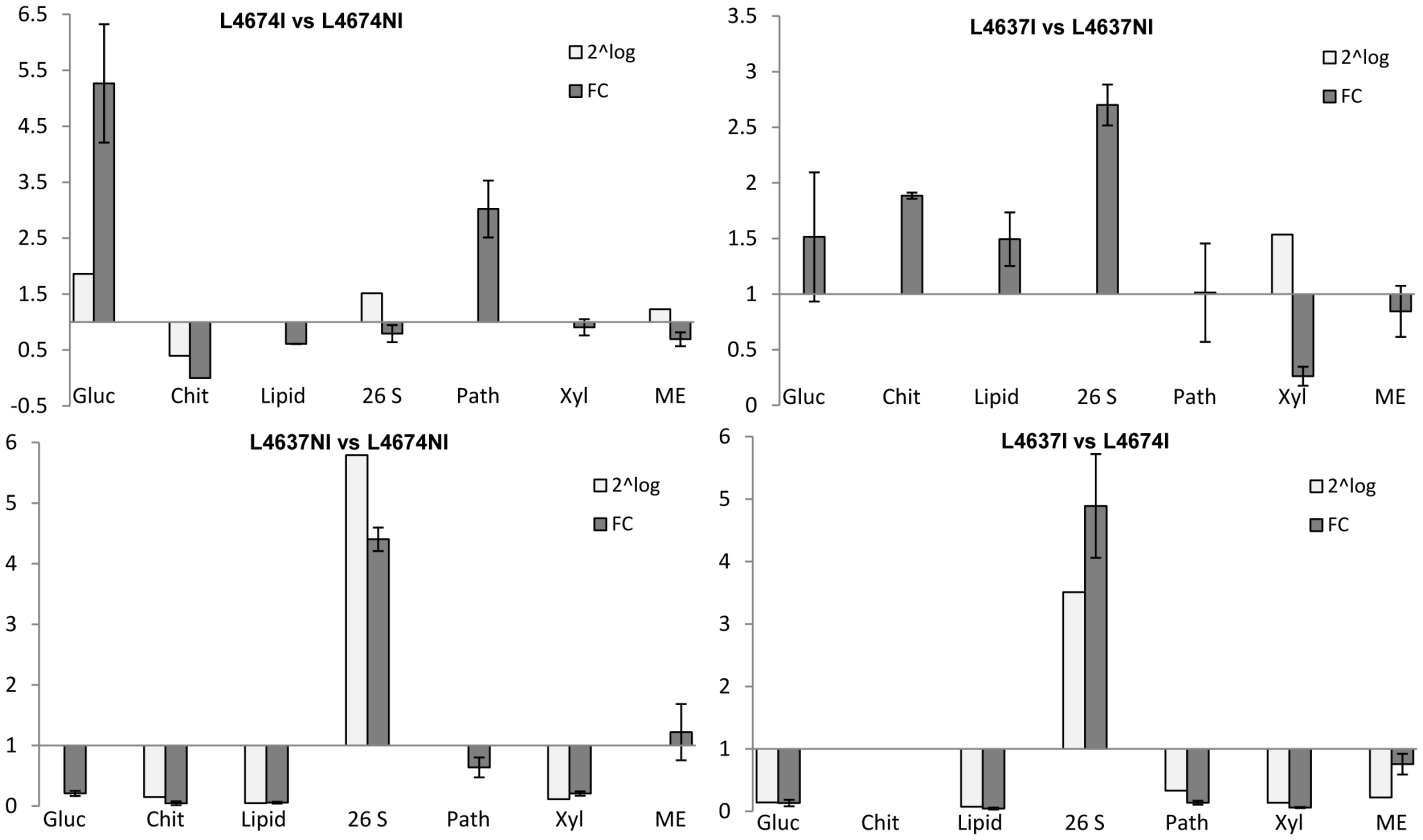
Gene expression analyses by qRT-PCR of seven selected genes. Gluc: *glucanase*, chit: *chitinase*, Lipid: *Nonspecific lipid-transfer protein*, 26S: *26S proteosome*, Path: *pathogen related protein*, Xyl: *xylanase inhibitor*, ME: *malic enzyme,* FC: fold change gene expression, 2^∧^log: antilog_2_ (log_2_ of each comparison of microarrays data).Changes of Defense Genes in Silks.

It is known that the most important pathway for ear infection is through silks, causing infection up to 84% of the kernel set [22]. Germinated spores penetrate silks and the mycelium progressively colonizes silk tissues from the ear top to the base. The entire length of the majority of the silks of an ear is infected only after 28 days [23]. Additionally, Lanubile et al. [24] reported that the presence of the fungus could not be detected in silks before 72 h after infection. Based on these statements, we measured the expression levels of genes selected to validate the microarrays experiment by qRT-PCR in silks samples three days after the inoculation. In general, we observed a similar expression pattern to that measured in kernels with some differences (Figure 4). In particular, for the *Glucanase* transcript, fungal inoculation increased the expression of this gene in silks of the susceptible line, as it was also measured in kernels. However, the most notable difference was observed in L4637 silks after inoculation, where the increase in expression of this transcript was considerably higher than that observed in kernels. For the *Chitinase* transcript, we did not observe expression of this gene in silks using the same set of primers used to validate its expression in kernels, indicating that this gene is kernel specific, or at least is not expressed in silks. Although kernel basal expression of this transcript was higher in L4674 than in the L4637 (Figure 4), its expression decreased in L4674 and remained the same in L4637 after inoculation. Basal gene expression of the *Nonspecific lipid-transfer protein AKCS9* in silks was higher in L4674 than in L4637, and inoculation produced a repression of this transcript in both inbreds.

**Figure 4:**
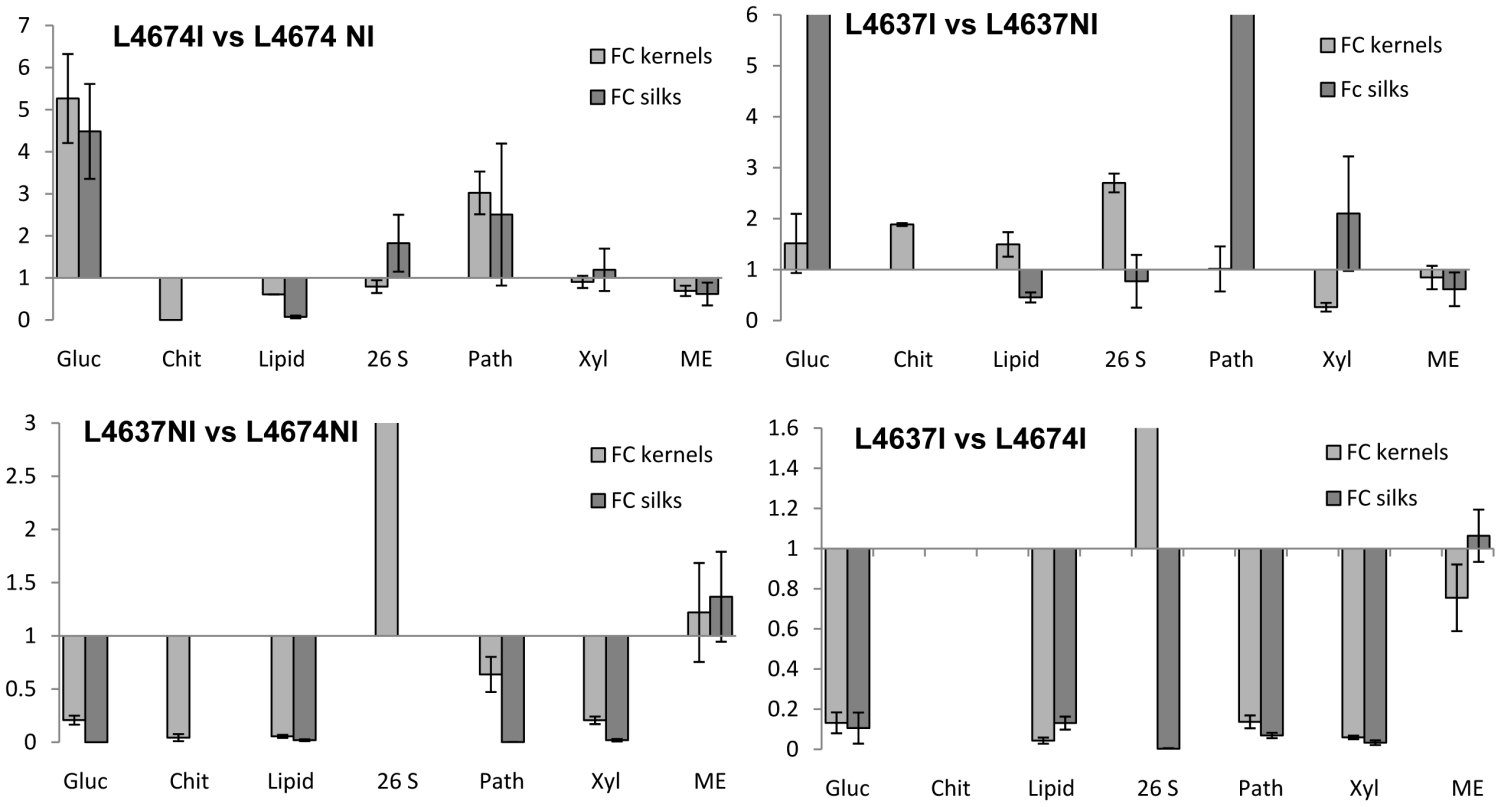
Silk gene expression analyses by qRT-PCR of seven selected genes. Gluc: *glucanase*, chit: *chitinase*, Lipid: *Nonspecific lipid-transfer protein*, 26S: *26S proteosome*, Path: *pathogen related protein*, Xyl: *xylanase inhibitor*, ME: *malic enzyme,* FC: fold change gene expression.

After the inoculation treatment, transcripts for the *26S proteasome non-ATPase regulatory subunit 8* were higher expressed in silks from L4674. However, opposite behavior was observed in silks and kernels of the L4637 inbred. For the *Pathogenesis-related protein 10* transcript, higher basal expression was detected in silks of L4674 compared with L4637; and inoculation increased the expression of this transcript in both inbreds, with higher levels of expression in L4637. The inoculation treatment induced an increase in the expression of the gene encoding the *Xylanase inhibitor protein 1* in silks and kernels of L4637, with no changes in L4674. Finally, the *Malic enzyme* transcript showed lower expression in silks after inoculation, with no differences between inbreds. However, higher expression was detected in kernel tissues of L4674.

### Metabolites Profile Analysis after Fusarium Inoculation in Kernels

In addition to the transcriptome changes analyzed after inoculation with *F. verticillioides* in grains from the resistant and susceptible inbreds, we pursued a metabolomic based approach to study metabolic changes involved in resistance to this pathogen. The identified metabolites were classified into 5 categories according to their functions: sugars, polyols, aminoacids, acids, and polyamins.

Comparisons of sugar levels in *F. verticillioides*-infected and non infected maize kernels (Table 2) revealed that L4637 had higher basal levels of glucose, fructose, galactose and sucrose compared with those of L4674. Additionally, sugar concentration decreased only after inoculation in the susceptible inbred. Conversely, a decrease on turanose levels was observed in both inbreds after inoculation. On the other hand, maltose levels increased greatly after inoculation only in the susceptible inbred.

**Table 2:** Metabolite concentration in grain tissues of L4637 and L4674 maize inbreds under *Fusarium verticillioides* inoculation.

Metabolite*		L4637 NI	L4637 I	L4674 NI	L4674 I
**SUGARS**	cetoglucose	0,07*^a^*	0,05*^a^*	0,38*^a^*	0,34*^a^*
	D-fructose	0,03*^a^*	0,04*^a^*	6,41*^c^*	1,06*^b^*
	glucose	0,07*^a^*	0,45*^a^*	9,90*^c^*	1,92*^b^*
	D-ribose	0,01*^a^*	0,07*^b^*	1,19*^d^*	0,26*^c^*
	sucrose	132,75*^b^*	90,98*^ab^*	202,33*^c^*	53,54*^a^*
	maltose	0,00*^a^*	0,07*^a^*	0,00*^a^*	29,27*^b^*
	turanose	8,36*^c^*	2,62*^b^*	1,56*^b^*	0,11*^a^*
	galactose	0,00*^a^*	0,03*^a^*	1,53*^c^*	0,43*^b^*
**ALCOHOLS**	glycerol	0,04*^a^*	0,29*^b^*	0,41*^c^*	1,17*^d^*
	1-amino-2-propanol	0,01*^a^*	0,01*^a^*	0,05*^c^*	0,04*^b^*
	mannitol	0,00*^a^*	0,02*^a^*	0,04*^a^*	3,17*^b^*
	myo-inositol	0,32*^c^*	0,22*^b^*	0,57*^d^*	0,17*^a^*
	sorbitol	0,00*^a^*	0,03*^a^*	0,06*^a^*	3,48*^b^*
	arabitol	0,02*^a^*	0,03*^a^*	4,21*^c^*	0,71*^b^*
**AMINOACIDS**	L-alanine	0,04*^a^*	0,04*^a^*	0,23*^b^*	0,09*^a^*
	L-proline	0,00*^a^*	0,00*^a^*	0,06*^c^*	0,02*^b^*
	L-asparragine	0,07*^a^*	0,10*^a^*	0,16*^b^*	0,06*^a^*
**ACIDS**	butanoic acid	0,01*^a^*	0,01*^a^*	0,05*^b^*	0,02*^ab^*
	malic acid	0,00*^a^*	0,00*^a^*	0,35*^c^*	0,05*^b^*
	aspartic acid	0,10*^a^*	0,08*^a^*	0,31*^c^*	0,19*^b^*
	1,2,3, tricarboxilic acid	0,00*^a^*	0,02*^a^*	0,55*^c^*	0,37*^b^*
	hexadecanoic acid	0,17*^b^*	0,06*^a^*	0,07*^ab^*	0,05*^a^*
	benzoic acid	0,07*^a^*	0,04*^a^*	0,04*^a^*	0,03*^a^*
	galacturonic acid	0,00*^a^*	0,02*^b^*	0,34*^d^*	0,11*^c^*
**PHOSPHATE**	phosphate	0,05*^a^*	0,11*^a^*	1,44*^b^*	2,11*^c^*
**POLYAMINES**	cadaverine	0,00*^a^*	0,00*^a^*	0,32*^b^*	0,35*^c^*
	putrescine	0,06*^a^*	0,08*^a^*	0,13*^b^*	0,14*^b^*

* For each metabolite different letters means significant differences (p<0,05).

We observed a notable increase in mannitol and sorbitol polyols after inoculation in L4674 but not in L4637. On the other hand, myo-inositol decreased post inoculation but glycerol had the opposite effect in both inbreds. In not inoculated kernels, the amount of arabitol was higher in L4674 than in L4637, and this compound level decreased greatly after inoculation.

Asparagine, alanine and proline were the main amino acids detected in non-inoculated maize kernels, with a significant higher content in L4674. After inoculation, amino acid levels were not changed in L4637 but decreased significatively in L4674. Most significant changes were observed in L4674, where the basal levels of the organic acids were higher than those in L4637, and went down after inoculation. Regarding to polyamin compounds, we only identified cadaverin and putrescin, with increased levels of cadaverin after inoculation in the susceptible line.

## Discussion

In order to extend our knowledge about the biochemical and molecular changes produced by the inoculation with one of the most important maize pathogens, *F. verticillioides*, we evaluated the differential gene expression in moderately resistant and susceptible maize inbreds. We sampled silk and kernel tissues at a late period of *Fusarium* infection in order to assess changes in gene expression and concentration of biochemical compounds after most of the infection process was completed. Thus, some of the mechanisms affecting disease resistance in earlier stages, which were analyzed in previous studies [24]–[26], could have left no remaining molecular or biochemical signals to be detected. Our study focused in all those changes occurring during disease development that remained detectable at the end of the process.

L4637 exhibited lower levels of disease severity, ergosterol and fumonisin concentration compared to L4674, confirming results observed in previous studies [18], [19]. Despite the complexity of the genotypic and environmental effects, both inbreds exhibited different gene expression patterns in response to *F. verticillioides* infection. These findings indicate that there are general maize host plant-pathogen recognition and interaction processes underlying resistance and susceptibility.

While inoculation affected the expression of an important number of genes in L4674, changes observed in L4637 where minor compared to those of the susceptible inbred. 

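No transcript passed a test of the difference between the responses of the inbreds. S7 (MZ00034882) came closest, with a response in L4674 lower than that in L4637 with a log2 difference of -4.85 (standard error 0.41, adjusted p = 0.0621 from limma). The embryo storage protein globulin-1 (MZ00040577) had a log2 difference of -3.45 (standard error 0.57, adjusted p = 0.110). Of 6740 probes, 0 passed by limma or by an ordinary linear model per probe, while 810 were higher and 837 lower at an unadjusted p under 0.05 and 1.2-fold by limma, and 888 in all by the linear model. With the arrays not centred the adjusted test of limma called 1395 higher and 42 lower, and the median difference of all probes rose by 0.94. In data simulated with 200 changed probes among 6740, 0% of probes whose responses differed 4-fold passed and 86.5% of those that differed 8-fold. With an array left out limma called 539 probes without that of L4674 I and L4637 NI, 213 without that of L4637 NI and L4674 NI, 20 without that of L4674 I and L4637 I and 0 without the others, among them that of L4674 NI and L4674 I (114 at an unadjusted p under 0.05).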

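A putative peroxidase precursor (MZ00037443) was lower at an unadjusted p under 0.05 in inoculated L4674 and differentially expressed and lower in non inoculated L4637 than in L4674, and the WRKY DNA binding protein (MZ00023051) was higher in both comparisons by the same tests. Of 1001 probes that were higher in inoculated L4674 at an unadjusted p under 0.05 and 1.2-fold, out of 6740 with a mean in every group, 383 were higher and 41 lower in non inoculated L4637 than in L4674 at the adjusted threshold. At the unadjusted threshold these numbers were 520 and 65, with 416 past neither. Of 1091 that were lower, 242 were lower and 43 higher in non inoculated L4637 at the adjusted threshold, and 347 and 79 at the unadjusted threshold, with 665 past neither. Both comparisons subtract the same extracts of L4674 NI, so that a shared direction arises with no true change. In data simulated with none, 21.9% of the probes higher in inoculated L4674 were higher and 0.74% lower in non inoculated L4637 at the unadjusted threshold, against 51.9% and 6.49% here, and of the probes that were lower 22.5% were lower and 0.70% higher, against 31.8% and 7.24%. The simulated inbreds do not differ, while here 1409 of all 6740 probes were higher and 1339 lower in non inoculated L4637 at that threshold. These shares are therefore not on 1 scale, and how far the shared direction exceeds the effect of the shared extracts cannot be read from them.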

No differences between inbreds in the expression of those genes were observed in the non-inoculated treatment. Therefore, these changes could be attributed to specific responses to pathogen infection. The fact that *Fusarium* infection seemed to turn on some genes in the susceptible inbred only, in which kernels were massively colonized, suggests that while L4674 produced substances promoting fungal growth, L4637 may have constitutive mechanisms preventing expression of those genes and fungal colonization. Our results differ from those obtained by Guangsheng and colleagues [26] who found different transcriptional changes in pathogen-affected maize bract tissues, with a significantly higher number of up-regulated genes in the resistant line and only seven up-regulated genes in the susceptible line after Fusarium infection, probably due to the constitutive expression of many defense genes at higher or lower levels than in the resistant line prior to the Fusarium infection.

*Fusarium* induced genes include those for carbohydrate-metabolism-related proteins, detoxification enzymes, lipid-transfer proteins, ribosomal proteins, signal transduction and transcription factors. 

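A glutathione transferase (MZ00017753), of the enzymes that conjugate toxic compounds to glutathione, had a log2 fold change of -2.98 in inoculated L4674 (standard error 0.36, adjusted p = 0.0650 from limma), and of 20 probes of this family 0 were higher and 3 lower when adjusted over the list alone (median -0.39, adjusted p = 0.0767 from camera, and 0.0367 without the array of L4674 I and L4637 NI). Of 65 probes for peroxidases and other antioxidant proteins, 0 were higher and 9 lower when adjusted over the list alone (median -0.16, adjusted p = 0.431, adjusted p = 0.0521 from fry), with a 1-Cys peroxiredoxin (MZ00035638) at -2.24 (standard error 0.45). None of 13 probes for lipid transfer proteins passed in either way of adjusting, and 2 were higher and 2 lower at an unadjusted p under 0.05 (median -0.11, mean -0.08, adjusted p = 0.972 from camera, whose direction was positive). Among these MZ00004120 had 0.98 (standard error 0.27, adjusted p = 0.0951) and MZ00041612 -1.14 (standard error 0.36, adjusted p = 0.119). Cell wall proteins had 1 probe higher and 6 lower of 38 when adjusted over the list alone (median -0.24, adjusted p = 0.432), with alpha-expansin 2 (MZ00041633), a wall-loosening protein, at -1.88 (standard error 0.35, adjusted p = 0.0650). Of 17 probes for protease inhibitors 2 were higher and 1 lower at an unadjusted p under 0.05 (0 over the list alone; median 0.04, mean -0.03, adjusted p = 0.961). None of the probes in these lists was differentially expressed over all probes tested.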

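Zein transcripts set the inbreds apart before inoculation as well as after it. In non inoculated L4637, zeins were lower than in L4674 in 11 of 21 probes and higher in 1 (12 and 2 when adjusted over the list alone; median log2 fold change -0.98, but 0.16 with the arrays not centred; adjusted p = 0.00695 from camera, adjusted p = 0.764 with an estimated correlation), with a gamma zein (MZ00038218) at -3.88 (standard error 0.36, adjusted p = 0.00554 from limma). The value without centring reflects a rise of 1.14 in every probe of this comparison, which leaves the distance of zeins from the other probes unchanged. After inoculation of L4637 none of 19 probes passed and 1 was higher at an unadjusted p under 0.05 (median 0.62, adjusted p = 9.23e-05 from camera, adjusted p = 0.628 with an estimated correlation, and 0.136 from camera without either array holding both groups of 1 inbred). The response of L4674 exceeded that of L4637 by a median of 1.83 over 18 probes, with 7 higher and 1 lower when adjusted over the list alone and 0 over all probes (adjusted p = 1.64e-04 from camera, adjusted p = 0.677 with an estimated correlation, and 0.952 from camera without the array of L4674 NI and L4674 I). In the authors' deposited table, of 293 zein probes 80 have a mean in L4674 NI, 199 in L4674 I, 23 in L4637 NI and 28 in L4637 I, and 117 have one in L4674 I alone. Over the 122 zein probes with all ratios and a mean in at least 1 group, 84 were higher and 3 lower in inoculated L4674 at an unadjusted p under 0.05 (median 2.31), while 39 were higher and 0 lower in inoculated L4637 (median 0.96). Most of these 122 have no mean in either L4637 group, so that their values for L4637 rest on signal under the authors' filter.

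**Figure D3:**
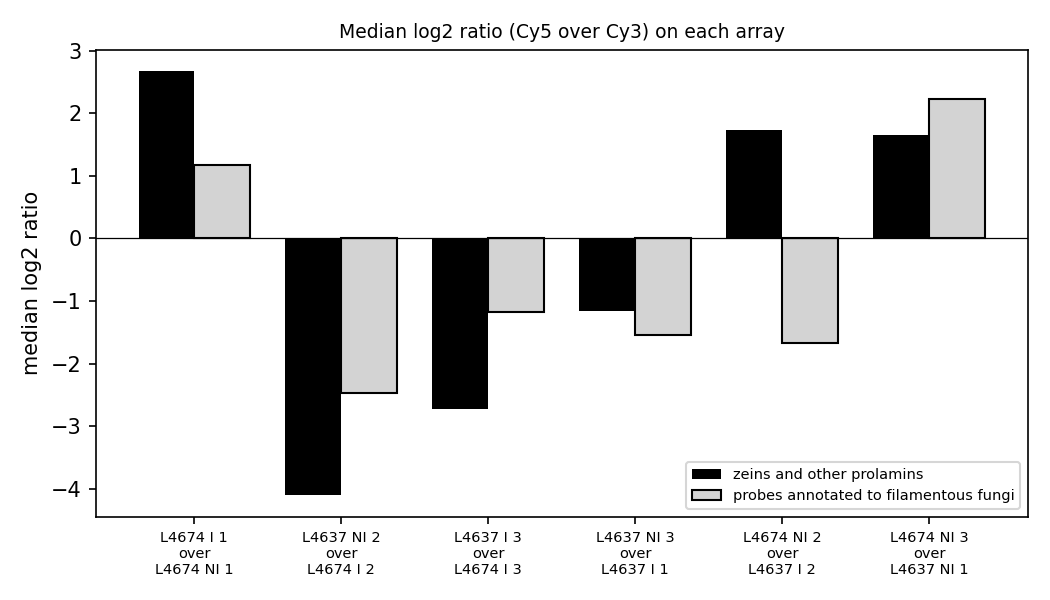
Median log2 ratio (Cy5 over Cy3, centred) on each of the 6 arrays of the 122 zein probes and of the 19 probes annotated to filamentous fungi with a mean in at least 1 group in the authors' deposited table. The zein median is 2.67 on the array of L4674 I over L4674 NI and -4.10 on that of L4637 NI over L4674 I. Most of the 122 zein probes have no mean in either L4637 group.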

One of most representative changes was the increment of expressions for α Zein genes after inoculation in L4674. Higher expression of these storage proteins may be a reaction of L4674 after fungal invasion, since changes in endosperm texture were reported to avoid pathogen dissemination [27]. Some other genes that were specifically induced by inoculation were a glycin rich protein (MZ00016231), a Myb_like DNA binding protein (MZ00018761), a putative cellulose synthase-like protein OsCslE2 (MZ00021213), a mannitol 1-phosphate dehydrogenase (MZ00022515) and sucrose synthase 3 (MZ00026383) (File S1).

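The Myb-like DNA binding protein (MZ00018761) had a log2 fold change of 1.44 in inoculated L4674 (standard error 0.26, adjusted p = 0.0650 from limma) and 0.50 in inoculated L4637 (standard error 0.26, adjusted p = 0.727). The difference between these responses was 0.93 (standard error 0.34, adjusted p = 0.165). The glycine-rich protein (MZ00016231), of a family found in cell walls, had 0.94 in L4674 (standard error 0.31, adjusted p = 0.124) and 1.50 in L4637 (standard error 0.31, adjusted p = 0.702), a difference of -0.56 (standard error 0.41, adjusted p = 0.440), which was 0.38 with the arrays not centred. The cellulose synthase-like protein OsCslE2 (MZ00021213) had 0.84 in L4674 (standard error 0.25, adjusted p = 0.108). In L4637 this transcript and the sucrose synthase (MZ00026383) lack a mean in at least 1 group in the authors' deposited table and were not tested. The response of the mannitol 1-phosphate dehydrogenase (MZ00022515) was lower in L4674 than in L4637 at -0.77 (standard error 0.80, adjusted p = 0.594), a difference of 0.18 with the arrays not centred and 2.22 without the array of L4674 NI and L4674 I. The standard error of such differences was 2.45 times as large without that array. None of these values passed the adjusted test.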

On the other hand, some genes were also up- regulated in the L4637 vs. L4674 NI comparison, indicating that the resistant line has a preformed defense mechanism to circumvent different stresses. 

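Of the 6740 probes with a mean in every group, 520 were higher both in inoculated L4674 and in non inoculated L4637 when each was compared with non inoculated L4674, and 347 were lower in both, at an unadjusted p under 0.05 and 1.2-fold. The DNA binding protein MZ00023051, a member of the WRKY family of transcription factors, is in the first set and S7 (MZ00034882) in the second. Both comparisons share L4674 NI, so that a shared direction arises with no true change. Data simulated with no true change and this shared group had means of 35.7 and 37.0 such probes, out of 163 and 164 past the threshold in L4674 against 1001 and 1091 here, and these numbers are not on 1 scale. Independent lists of the sizes found here would have 209 and 217 probes in common, numbers that do not allow for the shared group. The log2 fold changes of the comparisons had a Pearson r of 0.400 across probes, which are not independent replicates, and the simulated data a mean r of 0.476 (from 0.440 to 0.499 over 100 simulations), while their covariance was 0.281 against a simulated 0.0473 (from 0.0431 to 0.0512). When the inoculated group was compared with extracts of L4674 NI other than those compared with L4637, r was -0.343, against -0.751 in the simulated data, and the covariance -0.530 against -0.571 (from -0.610 to -0.528). Both sides of this comparison use 1 estimate of the dye difference from the same other arrays, with opposite signs, which makes r negative with no true change. The covariance lay inside the simulated range, so that it shows no shared direction beyond that of the simulated data.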

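The heat shock proteins and other chaperones went both ways in each comparison. In inoculated L4674, 15 of 164 probes were higher and 21 lower when adjusted over the list alone, with none differentially expressed over all probes (median log2 fold change -0.04, adjusted p = 0.938 from camera, whose direction was positive). A heat shock protein 82 (MZ00035916) had -2.20 (standard error 0.36, adjusted p = 0.0650 from limma) and the small heat shock protein Hsp17.2 (MZ00017448) -2.07 (standard error 0.55, adjusted p = 0.0881). In non inoculated kernels, 21 of 146 probes were higher and 17 lower in L4637 (23 and 17 when adjusted over the list alone; median 0.09, adjusted p = 0.622 from camera), and 25 and 29 of 208 with a mean in at least 1 group (median -0.02). A DnaJ homologue (MZ00044252) was higher in L4637 by 2.36 (standard error 0.44, adjusted p = 0.0170) and an Hsp70-binding protein (MZ00028710) by 2.00 (standard error 0.27, adjusted p = 0.00959), while an hsp70 (MZ00041581) was lower at -2.34 (standard error 0.44, adjusted p = 0.0172) and a low molecular weight heat shock protein (MZ00029946) at -2.33 (standard error 0.27). Heat shock protein 70 (MZ00019093) had 0.24 (standard error 0.25, adjusted p = 0.516), and -0.03 to 0.33 with an array left out. The 4 differentially expressed probes did not pass without the array of L4674 NI and L4674 I or without that of L4637 I and L4637 NI, where no probe of that comparison did.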

Although the level of transcripts encoding heat shock proteins (Hsp) was significantly increased by infection of *F. verticillioides* in the susceptible inbred, the L4637 resistant line had high constitutive expression of these proteins. The synthesis of such proteins has been reported to increase after various forms of abiotic and biotic stresses [28], [29]. 

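The WRKY DNA binding protein (MZ00023051) had a log2 fold change of 1.25 in inoculated L4674 (standard error 0.26, adjusted p = 0.0677 from limma, and 0.0197 over the list alone) and WRKY1 (MZ00020992) 1.03 (standard error 0.26, adjusted p = 0.0835, and 0.0262 over the list alone). Of 11 probes for this family of transcription factors, 3 were higher and 0 lower when adjusted over the list alone and none over all probes, with 5 higher and 1 lower at an unadjusted p under 0.05 (median 0.52, adjusted p = 0.361 from camera, adjusted p = 0.0788 from fry). In non inoculated kernels 2 of 8 probes were higher and 1 lower in L4637 (3 and 1 when adjusted over the list alone; median 0.49, adjusted p = 0.440 from camera). Over the 17 probes of the family with a mean in at least 1 group, 3 were higher and 2 lower, with a median of -0.35. WRKY3 (MZ00019735) had 0.86 (standard error 0.26, adjusted p = 0.0547) and WRKY12 (MZ00021479) was lower in L4637 at -0.96 (standard error 0.24, adjusted p = 0.0343). The response of L4674 exceeded that of L4637 by 1.77 for WRKY 70 (MZ00054846, standard error 0.42, adjusted p = 0.110) and by 1.76 for MZ00023051 (standard error 0.34, adjusted p = 0.110), with an adjusted p of 0.0174 and 0.0107 over the list alone. The calls in non inoculated kernels were lost without the array of L4674 NI and L4674 I and without that of L4637 I and L4637 NI, as were those of all other probes.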

WRKY genes were significantly up-regulated in L4674 after inoculation; however, some of them present higher basal levels in the resistant line compared to the susceptible one. WRKY proteins are a superfamily of transcription factors involved in the signal transduction pathway that are induced early in pathogen attack, and recognizes the W-box of promoters of a large number of defence-related genes [30].

Taking into account that the preferential entry via of *Fusarium* is through maize silks, we analyzed the expression profile of a subset of selected genes in this tissue of fungal inoculated and non inoculated plants using the same primers used to validate the microarray experiments. In our work, an increase in glucanase, 26S proteasome, a pathogenesis related protein and xylanase genes expression were observed after inoculation, both in kernels and silks of the resistant and susceptible lines. These results are according with proposed roles for these genes in pathogen defense [31]–[39]. Surprisingly, although gene expression of a putative chitinase could not be detected in silks, down regulation of its expression occurred after inoculation in kernels of the susceptible line, similarly to what was observed for a lipid transfer protein in silks of both the susceptible and the resistant line. However, down regulation of defense genes has been reported as part of the susceptible interaction to reduce host-based defense responses that impeded pathogen growth that led to rapid pathogen development and subsequent colonization of host tissues [40].

To extend our knowledge about the interaction in this pathosystem, the metabolomic profile of resistant and susceptible maize kernels was analyzed. Although almost no changes were observed in the resistant line as result of fungal inoculation, significant variations were detected in the susceptible line. In particular, we observed that major changes occur in pathways related to carbon and amino acid metabolism, as well as in polyamine accumulation in the susceptible line.

Sucrose and its cleavage products glucose and fructose are central molecules for metabolism and sensing in higher plants. Rapid mobilization of these carbohydrates seems to be an important factor determining the outcome of plant-pathogen interactions. In particular, in source cells, reprogramming of the carbon flow from sucrose to hexoses may be a crucial process during defense [41], evidenced by induction of cell wall and vacuolar invertase activity. In addition, the pathogen tries to manipulate plant carbohydrate metabolism for its own need, the increase in invertase expression could also be viewed as part of fungal pathogenesis, because fungi use glucose rather than sucrose. 

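The invertase (MZ00026418), which splits sucrose into glucose and fructose, had a log2 fold change of 1.24 in inoculated L4674 (standard error 0.45, adjusted p = 0.145 from limma), and sucrose synthase 3 (MZ00026383) 0.81 (standard error 0.33, adjusted p = 0.177). Another alkaline or neutral invertase (MZ00046920) had -1.11 (standard error 0.54, adjusted p = 0.242) and a beta-amylase (MZ00046581) -0.88 (standard error 0.29, adjusted p = 0.126). Of 23 probes for sucrose and sugar metabolism none passed over all probes or over the list alone, and 3 were higher and 2 lower at an unadjusted p under 0.05 (median 0.05, adjusted p = 0.852 from camera). The invertase had -1.0 and sucrose synthase 3 -1.15 without the array of L4674 NI and L4674 I. The standard error of the comparison was then 4.05 times as large, so that these signs are not settled. Their highest values with an array left out were 1.61 and 1.01.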

In the present study, a decrease in sucrose levels in the susceptible line after fungal inoculation could hence be related to an induction of invertase (MZ00026418) and sucrose synthase (MZ00026383), corroborated by transcript expression observed in microarrays experiments.

Plant soluble sugars (glucose, fructose and sucrose) could rapidly be metabolized and be converted to fungal metabolites (mannitol, trehalose and glycogen) [42]. Sequestering of host fructose as mannitol, depends on the fact that only a small number of plants have the ability to metabolize mannitol, and the fungus becomes a carbohydrate sink within the host [43]. Differential ability of the fungus to colonize L4637 and L4674 could explain the increase in polyols observed only in the susceptible line. The increment in mannitol 1-phosphate dehydrogenase expression observed in microarray analysis could explain in part the differences in mannitol levels in metabolite analysis.

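The mannitol 1-phosphate dehydrogenase (MZ00022515) had a log2 fold change of 1.64 in inoculated L4674 (standard error 0.61, adjusted p = 0.153 from limma). The authors' deposited table gives it a mean normalized intensity of 1497 in L4674 NI, 5056 in L4674 I, 649 in L4637 NI and 3174 in L4637 I. Its best annotated match is a protein of a filamentous fungus. Of 45 probes on the array with such a match, the authors' deposited table gives a mean for 7 in L4674 NI, 20 in L4674 I, 2 in L4637 NI and 8 in L4637 I.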

Aminoacids could also be consumed during fungal colonization and would act as a nitrogen sink during infection [42]. Decrease in aminoacids levels in kernels of L4674 could be related with the ability of *F. verticilliodes* to preferentially colonize this line.

Polyamines are well known as metabolites rapidly induced by diverse biotic and abiotic stresses in plants. Gardiner et al. [44] described a preliminary experiment that showed that putrescine was elevated in wheat heads during *Fusarium* disease development, and hypothesised that the pathogen may perceive polyamines and related amino acids as cues for the production of toxins during the infection process in wheat. In our study, no changes in polyamins content were observed in the resistant inbred after inoculation. Although no changes were detected in the susceptible line after inoculation, elevated basal levels of cadaverin and putrescin were encounted in non-inoculated sample. This fact may stimulate micotoxin production once the pathogen invade this line.

In summary, inoculation with *F. verticillioides* caused no important changes in transcriptional and metabolomic profiles detected in the resistant line compared with susceptible inbred, suggesting that a preformed or constitutive defense mechanism may confer L4637 an advantage against *F. verticillioides* infection. The research presented here represents a combination of biochemical and molecular approaches and provide insights to understand the metabolic and transcriptional changes following maize infection with *F. verticillioides* and will likely have relevance to other pathosystems.

## Materials and Methods

### Ethics Statements

No specific permits were required for the described field studies. This land is owned by the Instituto Nacional de Tecnología Agropecuaria (INTA). This Institution counts with several hectares for field assays. People from this institution are allowed to use this area for experimental purpose. CMF and DAP are stable personal of INTA. We confirm that the location is not privately-owned or protected in any way. We confirm that the field studies did not involve endangered or protected species.

### Plant Material and Field Assay

Two maize inbreds that had exhibited moderate resistance (L4637) and susceptibility (L4674) to *Fusarium* ear rot [14] were evaluated after inoculation with conidial suspensions of *F. verticillioides*. Completely randomized block design experiments with three replicates were conducted in Pergamino, Province of Buenos Aires. Experimental units consisted of single 5-m rows sown at a rate of 5 plants per m. For inoculation, 2 ml of a conidial suspension (1×10^6^ conidia ml^−1^) were injected into the silk channel with a cattle vaccinator when silks exhibited brown tips, approximately 4 days after silking. A non-inoculated treatment for each inbred was also included. Fifteen ears of each inbred were manually harvested at 18–20% grain moisture and naturally dried to reach equilibrium moisture (nearly 12%). Disease severity was visually assessed in each plant as the ear area covered by mold (%). Percentages of disease severity were transformed into arcsin (percentage of disease severity)^1/2^ to normalize errors. The grains were stored in plastic bags (Ziploc®) at 4°C until biological analyses were carried out.

For silk assays, the same conidial suspension was injected into the silk channel, approximately 4 d after silking, covered with plastic bags and manually harvested 72 h after infection. Non-inoculated silks were sampled and used as control. Silks of fifteen plants of each inbred line were immediately frozen in liquid nitrogen and stored at −80°C.

### Ergosterol and Fumonisin Determination

Ergosterol was determined as an indicator of fungal biomass in grain. Ergosterol concentration was assessed following Iglesias et al. [1]. Samples (1 g) from contaminated milled grain were suspended in 15 ml of methanol for 2 minutes in a 125 ml erlenmeyer flask. The blend was poured into a 50 ml capped polypropylene centrifuge tube. The remaining blend from the Erlenmeyer flask was washed off with 15 ml of methanol, and poured into the centrifuge tube. The final extract was then centrifuged 15 min at 3000×g. The supernatant was poured off. The residue was re-suspended in 10 ml of methanol, shaken for 30 sec, and centrifuged as before. Supernatant portions were combined, mixed with 8.5 g of KOH and 25 ml of ethanol, and refluxed for 30 min at 65° C. The cooled, saponified mixture was diluted with 5 ml of distilled water and extracted three times with 10 ml of hexane. Hexane extracts were combined and evaporated to dryness under nitrogen with heating (35°C) in a rotatory evaporator. The resultant residue was dissolved in 5 ml methanol (HPLC grade). The solution was transferred to vials for HPLC analysis after filtration (0.22 µm). HPLC analysis was carried out with a Hewlett-Packard model 1050 system. Elution was performed at room temperature on a Hipersyl ODS C18 microbore column (200×2.1 mm, i.d. 5 µm) using an isocratic mobile phase consisting of methanol at a flow rate of 0.3 ml/min and detection at 282 nm. A volume of 10 µl was injected into the HPLC. Analyses were performed in duplicated and the results were obtained using the average.

Concentration of fumonisins in grain was assessed by ELISA (Ridascreens Fast Fumonisin, R-Biopharm AG, Darmstadt, Germany). Milled grain samples were thoroughly mixed, and two 5-g subsamples were taken. Fumonisins were extracted by blending each 5-g subsample in 25 ml of 70% methanol. The mix was shaken for 2 min in a vortex Boeco V-1 (Boeckel & Co., Hamburg, Germany), filtered through filter paper Whatman No. 1 and diluted 1∶14 with sterile distilled water. Diluted extracts were rediluted by adding a 5% aqueous solution of methanol with dilution factors of 1, 4, 20, 40, 60 and 150 for disease severity ratings of 1, 2, 3, 4, 5, 6 and 7, respectively. Diluted extracts and five standards, at concentrations of 0.000, 0.222, 0.667, 2.000 and 6.000 mg g^−1^ of fumonisins, were subjected to ELISA. Well absorbance was measured at 450 nm with a microplate reader Biotek 800 LX (Biotek Instruments Inc., Winooski, VT). Absorbance values of positive standards and samples were divided by the absorbance value of the first standard (standard zero). Concentration of fumonisins of the samples was estimated on the basis of a logit-log function between fumonisin concentration and relative absorbance of the four positive standards. RIDAs SOFT Win software (R-Biopharm AG, Darmstadt, Germany) was used for fumonisin determination.

### Scanning Electronic Microscopy (SEM)

Kernel colonization of pericarp and endosperm tissues from L4637 and L4674 was also evaluated by Environmental Scanning Electron Microscopy ESEM using QUANTA 200FEG (Field Emission Gun) microscope (FEI) from the Electronic Microscopy Laboratory of CCT Rosario (CONICET-UNR). The observation parameters were: energy: 7 KeV, working distance: 6 mm, humidity: 98%, temperature: 2°C and pressure: 8 mbar.

### Total RNA Extraction and RT-PCR

Grain samples from plots of each inoculated and non-inoculated inbred were milled in an IKA A11 basic Analytical mill. Total RNA was extracted from 0.5 g of milled grain and silk samples using the Trizol protocol (Invitrogen). RNA was then purified with the RNA Cleanup protocol (Qiagen) according to the manufacturer’s instructions. The amount and the quality of the total RNA were estimated in a Nanodrop spectrophotometer as well as by agarose gel electrophoresis.

cDNA was synthesized using 4 µg of total RNA and oligo(dT) with SuperscriptIII reverse transcriptase (Invitrogen), according to the manufacturer’s instructions and used for performing qRT-PCR.

### Microarray Hybridization

Maize oligonucleotide arrays service (Maize Oligonucleotide Array Project, University of Arizona, Tucson, AZ, USA http://ftp.maizegdb.org/MaizeGDB/FTP/arizona_maize_arrays) was used for the study. The array consists of 46,000 oligonucleotide probes, representing >30,000 identifiable unique maize genes. The probes were designed based on EST, cDNA, and genomic sequences mainly from the TIGR maize Gene Index, Consortium for Maize Genomics, the PLANT and dbEST divisions of GenBank, and individual investigators. Protocols used for cDNA labeling, hybridization and microarray scanning can be obtained in http://ftp.maizegdb.org/MaizeGDB/FTP/arizona_maize_arrays/.

### Experimental Design

Gene expression analysis was performed using RNA samples from non-inoculated (NI) and inoculated (I) inbred L4637 and L4674. Each experiment was carried out in three biological replicates and dye swaps. The experimental design of the transcriptional profiling is shown in Figure 5.

**Figure 5:**
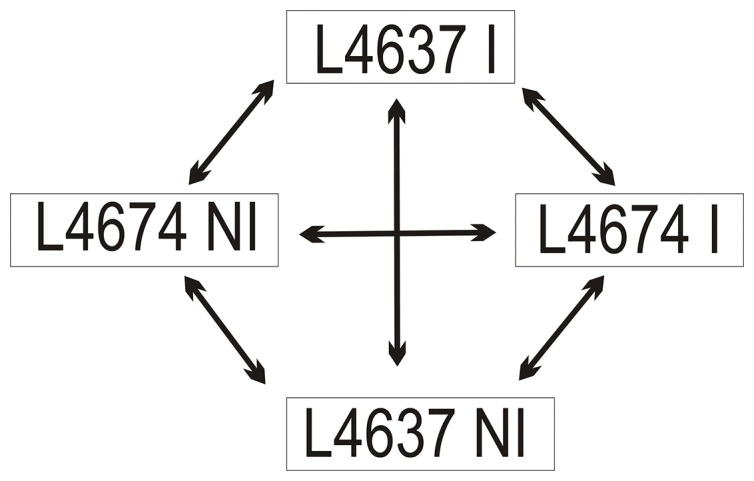
Experimental design of microarray experiment from grain tissues of two selected maize inbreds challenged by ***Fusarium verticillioides.***

### Normalization and Data Analysis

The median foreground values for each channel were first normalized using the lowess method of the limma package in R (within each array) and then using limma’s quantile method (between all arrays) [45] . Probes with expression values higher than 3.0 standard deviations above the average foreground intensity of the negative controls in the arrays were included for the analysis. For differential expression, we used the unadjusted p-value generated by limma. Differentially expressed probes were identified using a 1.2 fold cutoff for expression ratios with a limma assigned p-value < 0.05.

Normalized data were log2 transformed and then fitted into mixed model ANOVAs [46], [47]. Estimates of the expression differences were calculated using the mixed model. Based on these statistical analyses, the spots with tests with an FDR less than or equal to 5% and with changes in signal intensity between each comparison of 1.2-fold or higher were considered as differentially expressed. Data were deposit in GEO, with an accession number GSE40288.

### qRT-PCR Expression Analysis

Gene expression data from microarray hybridizations were validated in maize grain samples by quantitative reverse transcriptase (qRT)-PCR analysis. This was performed on a subset of selected genes that were up- or down regulated during the infection in the L4637 and L4674 inbreds according to microarray analysis. The same set of genes was also tested in silk samples from both maize inbreds. Gene-specific primers were designed along the last exon and the 3′UTR region, using Primer3 software (http://frodo.wi.mit.edu/cgi-bin/primer3/prime3 www.cgi) and their sequences are shown in Table 3.

**Table 3:** Gene-specific primers used for qRT-PCR analysis.

Name	Identifier	maize sequence	Left primer	Right primer
**Glucanase**	MZ00030174	GRMZM2G125032	GCCTCTTCTACGGCAACAAG	AGTTAATTGCACCGCTCCTC
**Chitinase**	MZ00041277	GRMZM2G051943	CCTCGCGAAAAGTAAACCAA	CATGCTGCAAACGGAAAGTA
**Lipid-transfer protein**	MZ00003835	GRMZM2G320373	GTACAAGAGGAACCCCAGCA	GCCCAAAGGTGCTCAAGTAG
**26S proteosome**	MZ00041312	GRMZM2G121452	TGCAGCTTATCAACCAGACG	CAGATGAGAGCTGCGATCAA
**Xylanase inhibitor**	MZ00014433	GRMZM2G447795	ACAACAGGACCGGATACAGC	CATTCGATTATCACGAAAGTCTCTT
**Pathogen related protein**	MZ00014229	GRMZM2G112524	CATTGGACTGGGATGAGCTT	CCACACAGAAAACCATGACG
**Malic enzyme**	MZ00041285	GRMZM2G122479	CCAAGGGACCTGGTGAAATA	CTAGCAGCCACAAAGGTGGT
**Actin 1**	MZ00034191	GRMZM2G126010	CTTCGAATGCCCAGCAAT	CGGAGAATAGCATGAGGAAG

Twenty ng of single strand cDNA were used for qRT-PCR. SYBR Green PCR Master Mix (Invitrogen) was used for the PCRs according to the manufacturer’s protocol, with 2.5 mM MgCl_2_; 0.25 µM of each primer and 0.025 U Taq Platinum Polymerase (Invitrogen). Relative quantitative analysis was performed using a Stratagene device (Stratagene). Cycling parameters were as follows: initial denaturation at 95°C for 2 min; 45 cycles of 95°C for 10 s, and 58°C for 15 s; 72°C for 20 s. Melting curves for each PCR reaction were determined by measuring the decrease of fluorescence with increasing temperature (from 65°C to 95°C). The specificity of the PCR reactions was confirmed by melting curve analysis using the software as well as by agarose gel electrophoresis of the products. Relative quantification was normalized using *actin1* sequence (*MAc1*) [EMBL-EBI: J01238] as internal control and the expression ratio and FC were calculated using the 2−ΔΔCt method [48]. Each assay was run in triplicate and repeated at least three times using different samples.

### Metabolite Profiling

Metabolite analysis by Gas Chromatography–Mass Spectrometry (GC-MS) was carried out essentially as described by Lisec et al. [49]. Pools of different grain samples were ground in a ceramic mortar and pestle pre-cooled with liquid nitrogen and extracted with methanol. Ribitol was added as internal standard (0.3 mg ribitol mL^−1^ water MiliQ). The mixture was extracted for 15 min at 70°C and mixed with chloroform and water. After centrifugation at 2,200 *g*, an aliquot of 50 µl of supernatant was transferred to eppendorff tube and dried in vacuum concentrator. The samples were derivatized and GC-MS performed as described by Lisec et al. (2006). The mass spectra were cross-referenced with those in the Golm Metabolome Database [50]. Six independent determinations, composed by two lines and two treatments, were performed.

## Supporting Information

File S1 **Differentially expressed genes in L4637 vs L4674 after** ***Fusarium verticillioides*** **infection.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

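Kernel RNA of maize inbreds L4637 (resistant) and L4674 (susceptible), inoculated with F. verticillioides (I) or non inoculated (NI), was measured on 6 two-colour oligonucleotide arrays, with 12 extracts, 3 of each of the 4 groups, and 1 extract per channel. Each pair of groups shares 1 array, so a comparison of groups rests on 1 array that holds both and on paths through the others, and the number of arrays limits the precision. The paper describes field blocks with 3 replicates, and neither it nor the labels say whether a replicate number stands for a block across groups. The fit reported takes the numbers as not shared, and a replicate block, tried as an alternative, changed the number of differentially expressed probes from 1 to 0 for inoculation in L4674, from 1704 to 582 for the inbreds without inoculation and from 858 to 269 with it. The deposited labels name kernels together with silks as the tissue, and the arrays were taken as kernel samples, as the paper's text describes them. No array or value column was left without a sample or group (0 unmapped columns).

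By their methods, the authors took median foreground intensities and normalized them by lowess within arrays and by quantiles between arrays with limma, whose version is not stated. Probes over 3 standard deviations above the negative controls were kept. A log2 ratio of the dyes was deposited for 32048 to 43712 spots of an array, more than that filter kept. These log2 ratios as deposited are not centred, with medians per array between -1.85 and 2.75, and which dye is the numerator is not stated. Such medians leave open whether the ratios were normalized in this way. A difference between the dyes that depends on intensity may remain in the values found here. The authors also deposited a table with the mean normalized intensity of each group on a linear scale and with no spread, the log2 ratio of these means where the authors' p-value is 0.05 or less, and that p-value, made by the authors with limma or mixed model ANOVAs and not marked as adjusted or unadjusted. The authors' methods name a limma p-value under 0.05 and a false discovery rate of 5%, each with a 1.2-fold limit, and the largest p-value in the deposited table is 0.05.

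The direction of each array's ratio was read from its correlation across probes with the log2 ratio of the authors' group means, with an absolute Pearson r of 0.828, 0.770, 0.652, 0.438, 0.658 and 0.713 for the arrays in the order of deposition. It was Cy5 over Cy3 on 3 arrays and Cy3 over Cy5 on the other 3, where the sign was turned. The median of Cy5 over Cy3 over probes with a mean in all groups was then negative on every array, from -2.70 to -0.61. Values that stand apart from the scale of log2 ratios were set to missing (93, 60, 75, 46, 65 and 262 spots). Ratios were averaged over the spots of a probe and centred on each array at the median of the 6740 probes with a mean in all groups. A probe was tested where the authors' deposited table gives a mean in both groups compared and all 6 ratios are present, which left 9585 probes for inoculation in L4674, 7738 for inoculation in L4637, 7290 for the inbreds without inoculation, 8768 for the inbreds with inoculation and 6740 for the difference between the responses of the inbreds.

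The planned model for single channels could not be fitted, because the values per array are ratios. The model named in its place was used: limma's lmFit and eBayes on the 6 log2 ratios with an intercept for the dye and 3 group terms, with 2 residual degrees of freedom (1 with an array left out or a replicate block), and p-values adjusted by Benjamini-Hochberg over the probes tested. Differential expression means an adjusted p of 0.05 or less and at least 1.2-fold. The probes tested, model, thresholds, gene lists, comparisons, rule for named genes and most alternatives were fixed before the data were examined. The model was tested on simulated data with 200 changed probes among 6740. Of probes changed 4-fold, 82%, 88.5%, 86%, 89% and 0% were called in the 4 comparisons and the difference between responses, and of those changed 8-fold 99%, 97%, 97.5%, 99% and 86.5%.

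The 27 gene lists were defined by patterns in the annotation of the deposited table: zeins and other prolamins, starch synthesis, embryo storage and late embryogenesis, heat shock proteins, small heat shock proteins, chitinases, glucanases, pathogenesis-related and antifungal proteins, protease inhibitors, lipid transfer proteins, WRKY and MYB transcription factors, phenylpropanoid and lignin enzymes, peroxidases and antioxidant enzymes, glutathione transferases, cytochromes P450, sucrose and hexose metabolism, cell wall enzymes, the proteasome and ubiquitin system, ribosomal proteins, translation factors, histones and DNA replication, plastid-encoded and photosynthesis genes, metallothioneins, seed maturation hydrolases, housekeeping genes, and proteins of a fungus as the best match. Lists were tested by camera with a preset correlation of 0.01, adjusted over the lists in a comparison, and again with an estimated correlation and by fry. Fry tests whether the members of a list move one way on balance and does not compare them with other probes.

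Genes were named by this rule: every probe the paper's text or Table 3 names (38 probes, whose values in File S1 had been seen), the 8 largest positive and 8 largest negative log2 fold changes of each comparison among differentially expressed probes, filled up from those with an unadjusted p under 0.05 and 1.2-fold, and up to 4 members of each list with the largest absolute log2 fold change. Some members were left out and none was added. The locus identifiers of Table 3 each match 1 gene in the reference gene table for B73, and no coordinates are given, as the probe sequences were not mapped.

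Alternatives were the other thresholds, no dye term, a replicate block, each array left out, re-centring, filters that drop the dimmest 25% or 50% of probes or the probes annotated to a fungus, and each annotation counted once. Chosen after the data were seen were an ordinary linear model per probe, no centring, scaling to the same spread, a loess curve on mean intensity (span 0.3), probes with a mean in at least 1 group (14091 with all ratios), the authors' p-values adjusted over the probes tested, an adjusted p of 0.1, and a separate list of filamentous fungi. The filter on a mean in at least 1 group also admits probes under the authors' filter in both groups compared. Leaving out the centring adds 1 amount to the log2 fold change of every probe in a comparison. A list median then moves against 0 but keeps its distance from the other probes. Values of named probes under alternatives were kept for the comparisons in which the text reports the probe, a limit set after the alternatives were run. It leaves out 97 pairs of a probe and a comparison. In the tests of a single array or extract, a value that fell with an array left out decided nothing where its standard error was over 2 times that with all arrays, a rule also set after the values were seen. The numbers of reversed values include such fits. Values of File S1 were compared with those found here against the standard error of the log2 fold change. The interaction was compared with 100 random splits of the extracts and each comparison of 2 groups with all 10. R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.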

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

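The tests of the probes annotated to fungi, the zein median with an array and the dye term both left out, and the separation of filamentous from other fungi, were chosen after their values had been seen. No group could be searched for an outlying sample, since each has 3 extracts. The lists below stood out because the response to inoculation differed between the inbreds by camera, with a p adjusted over the lists in that comparison. None of these differences passed with an estimated correlation (adjusted p = 0.677 for each).

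The response of zeins was higher in L4674 than in L4637 (18 probes, median log2 difference 1.83, adjusted p = 1.64e-04, and 0.952 without the array of L4674 NI and L4674 I), and within L4674 their median log2 fold change was 2.72. A larger share of endosperm in the inoculated grain would raise the starch synthesis list too, but its median was -0.28 (SD 0.91 over 13 probes). Embryo storage and late embryogenesis proteins had a median of -0.82 over 37 probes with a mean in at least 1 group. Of these 1 was higher and 17 lower at an unadjusted p under 0.05, the direction that such a share would give. With the arrays not centred that fall from 0 was not seen, but every probe then rises by 0.82 and the list stays as far below the others. These lists point different ways, so that a share of endosperm stays open. A shift that depends on intensity is argued against by the place of the zein median at the 100 percentile of 10000 random lists matched on intensity, of which the central 95% ended at 0.16. A single array stays open, since the median was 0.40 without the array of L4674 NI and L4674 I, 2.44 to 3.18 without each of the others, and the standard error of the comparison without that array was 4.05 times as large. With the dye term left out too, the median was 1.64 without that array and 2.57 with all arrays, but a difference between the dyes then stays in these values. A response of the kernels to inoculation may account for the zein values. It cannot be told apart from a property of the extracts on that array or from a larger share of endosperm.

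Probes whose best annotated match is a protein of a filamentous fungus, which the paper does not analyse as a group although it reports 1 of them (MZ00022515), had a median log2 fold change of 1.89 in inoculated L4674 (7 probes, 6 above 0). The response of all probes annotated to a fungus was lower in L4674 than in L4637 (18 probes, median difference -2.44, adjusted p = 2.07e-06), but 17 of these are annotated to other fungi (median difference -2.46) and 1 to a filamentous fungus (-0.77), so that this list does not measure the response of the filamentous ones. Over 19 probes of filamentous fungi with a mean in at least 1 group, the median of L4674 NI over L4637 NI was 1.27. That median lay at the 99.98 percentile of random lists matched on intensity (95% of these between -0.36 and 0.74). Of 45 such probes on the array, 7 have a mean in L4674 NI and 2 in L4637 NI, against 20 in L4674 I. Most of the 19 thus lie under the authors' filter in the groups compared. The match on intensity does not cover their signal there, so that a shift that depends on intensity stays open. Fungal RNA in non inoculated L4674 kernels may be present and is consistent with that value of 1.27. The signal may come from a single extract, L4674 NI replicate 3, as the median was -0.092 without its array, 0.13 without the array of L4674 NI and L4674 I, and 1.27 to 2.04 without the others, and maize transcripts that resemble fungal ones were not told apart from fungal RNA.

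Embryo storage and late embryogenesis proteins responded lower in L4674 than in L4637 (23 probes, median -0.97, but -0.03 with the arrays not centred, adjusted p = 6.04e-06). For this list and those below, the values without centring reflect a rise of 0.94 in every probe, which leaves the distance from the other probes unchanged. Embryo proteins were not the only list with this direction. Metallothioneins also responded lower in L4674 (40 probes, median -1.38, -0.44 with the arrays not centred, adjusted p = 1.58e-09). Histones and proteins of DNA replication were lower at a median of -0.69 (41 probes, adjusted p = 8.37e-06), which was 0.25 with the arrays not centred. Ribosomal proteins were lower at -0.38 (389 probes, adjusted p = 4.33e-07), and 0.56 with the arrays not centred. Translation factors were lower at -0.29 (124 probes, adjusted p = 0.0187), 0.65 with the arrays not centred, and camera gave 0.933 without the array of L4674 NI and L4674 I, 0.0962 without that of L4674 I and L4637 I and 0.0796 without that of L4637 NI and L4674 NI. Small heat shock proteins were lower at -0.56 (26 probes, adjusted p = 0.00186), 0.38 with the arrays not centred, with 0.206 from camera without the array of L4674 I and L4637 I. Glutathione transferases were lower at -0.83 (10 probes, adjusted p = 0.00137), 0.11 with the arrays not centred, with 0.927 without the array of L4674 NI and L4674 I. Peroxidases and other antioxidant proteins were lower at -0.31 (50 probes, adjusted p = 0.0366), 0.63 with the arrays not centred, with 0.610 without the array of L4674 NI and L4674 I, 0.0742 without that of L4674 I and L4637 I and 0.170 without that of L4637 NI and L4674 NI. Chitinases were lower at -1.45 (9 probes, adjusted p = 0.0366), -0.51 with the arrays not centred, with 0.714 without the array of L4674 NI and L4674 I and 0.286 without that of L4674 I and L4637 I.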

How the results depend on the processing

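The ordinary linear model, the arrays not centred or scaled, the loess curve, the filter on a mean in at least 1 group, the authors' p-values and the adjusted p of 0.1 were chosen after the results had been seen. Of gene list results, 1067 of those under alternatives set in advance and 385 of those under the others kept their direction and their side of the threshold, 129 and 13 no longer passed, 17 and 7 passed only then, and 2 of the former were reversed. For named probes these numbers were 1052 and 598 kept, 104 and 69 no longer past, 119 and 35 past only then, and 37 and 6 reversed. Both reversed lists and 15 of the 37 probes were reversed without the array of L4674 NI and L4674 I, where the standard error was 4.05 times as large in L4674 and 2.45 times for the difference between responses. Of 97 pairs of a probe and a comparison that the text does not report, 37 changed sign under some alternative, with 0 of them differentially expressed. The causes of the changes below were not tested, apart from the smaller number of probes or arrays where these were left out.

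In L4674 I against NI, 1 probe was differentially expressed. The number was 2587 at an unadjusted p under 0.05 and 1.2-fold, 931 at an unadjusted p under 0.05 and an absolute log2 of 1.2, 1142 at an adjusted p of 0.1, 177 with no dye term, 2 each without the dimmest 25% of probes, without probes annotated to a fungus and with the loess curve, 2994 with the arrays not centred, and 0 each with the replicate block, the arrays re-centred, the ordinary linear model, a mean in at least 1 group and the authors' p-values (1871 of these at p of 0.05 or less and 1.2-fold in the authors' deposited table). The unadjusted number was 1402 without the dimmer 50% of probes, 1504 with the ordinary linear model and 4526 with the arrays not centred. In L4637 I against NI it was 518 against 0 by limma, with 120 at an absolute log2 of 1.2, 304 with no dye term, 312 and 159 without the dimmest 25% and 50% of probes, 326 with the ordinary linear model and 1200 with a mean in at least 1 group, where 819 were higher and 381 lower, the other way round from the 183 and 335 reported. The last filter also admits probes with no mean in L4637.

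Between the inbreds without inoculation 1704 probes were differentially expressed, against 2885 unadjusted, 1071 at an absolute log2 of 1.2, 2571 at an adjusted p of 0.1, 582 with the replicate block, 732 without the dimmer 50% (1384 unadjusted), 1 with the ordinary linear model (1793 unadjusted), 4547 with the arrays not centred (4997 unadjusted), 535 scaled to the same spread, 3722 with a mean in at least 1 group (6051 unadjusted) and 3 by the authors' p-values (1842 unadjusted). With inoculation 858 were, against 2601 unadjusted, 1681 at an adjusted p of 0.1, 565 with no dye term, 269 with the replicate block, 0 with the ordinary linear model (1603 unadjusted), 14 scaled to the same spread (1717 unadjusted), 0 by the authors' p-values and 1494 unadjusted without the dimmer 50%. For the difference between responses, with 0 by limma, the numbers were 1647 unadjusted, 988 of these at an absolute log2 of 1.2, 1 at an adjusted p of 0.1, 1437 with the arrays not centred (2858 unadjusted), and unadjusted 729 without the dimmer 50%, 888 with the ordinary linear model and 3093 with a mean in at least 1 group.

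With each array left out, the differentially expressed probes ranged from 0 to 833 in L4674, 0 to 95 in L4637, 0 to 2143 and 0 to 1978 between the inbreds without and with inoculation, and 0 to 539 for the difference between responses. At the unadjusted threshold the ranges were 202 to 2954, 196 to 1226, 904 to 3024, 513 to 3257 and 114 to 1776. Lists past camera's threshold ranged from 1 to 9 (7 with all arrays) in L4674, 6 to 11 (10) in L4637 and 6 to 11 (11) for the difference, which was 7 with the loess curve, and 0 lists passed in any comparison with an estimated correlation or by fry. The adjusted p of translation factors ranged from 0.00195 to 0.538 in L4674 and from 0.00297 to 0.933 for the difference. The correlation of inoculation in L4674 with the inbreds without inoculation was -0.343 from separate L4674 NI extracts, where the values with no true change were also negative. Both sides then share 1 estimate of the dye difference with opposite signs.

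In L4674 the log2 fold changes with an array left out ranged from -0.31 to 0.057 for the lipid transfer protein (MZ00003835), -0.11 to 3.24 for PR10 (MZ00014229), -0.36 to 1.07 for the xylanase inhibitor (MZ00014433), -1.15 to 1.01 for sucrose synthase (MZ00026383), -1.0 to 1.61 for the invertase (MZ00026418), -2.96 to 1.12 for the chitinase (MZ00041277), -0.086 to 0.23 for the 26S proteasome member (MZ00041312) and -0.13 to 1.65 for WRKY 70 (MZ00054846). For zeins they ranged from -0.28 to 4.13 (MZ00037986), -0.58 to 3.94 (MZ00038255), -0.28 to 3.93 (MZ00037952) and -0.12 to 3.78 (MZ00041024), and from -0.31 to 4.22 for the unannotated MZ00040301. In L4637 they ranged from -0.61 to 0.41 (MZ00014229), -0.31 to 3.26 (MZ00041277), -1.48 to 0.35 for the malic enzyme (MZ00041285), -0.15 to 0.23 (MZ00041312) and -0.15 to 0.89 for the physical impedance induced protein (MZ00041473). Between the inbreds they ranged without inoculation from -0.033 to 0.33 for heat shock protein 70 (MZ00019093), -0.18 to 0.44 for the lipase (MZ00037469) and -0.75 to 1.16 (MZ00041285), and with it from -0.12 to 2.20 for the glucanase (MZ00027418) and -3.69 to 0.40 (MZ00041277). The difference between responses of the mannitol 1-phosphate dehydrogenase (MZ00022515) ranged from -1.76 to 2.22. With no dye term MZ00003835 had -0.026 and MZ00041312 -0.059 in L4674 and -0.0024 in L4637. With the arrays not centred MZ00014433 had 0.74 in L4674 and MZ00041312 -0.060 in L4637, and the differences between responses of MZ00016231 and MZ00022515 were 0.38 and 0.18. In L4674 MZ00003835 had -0.087 scaled to the same spread and MZ00041312 -0.010 with the loess curve.

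Not run, because the values per array are ratios, were the mixed model by restricted maximum likelihood, the fit without an array block, the correlation from single spots, the fit of only the 2 groups compared and quantile normalization over the 12 channels. The fit on log2 ratios is the one reported, and leaving out an extract is leaving out its array. The arrays give signal over background only through the authors' filter, whose lowest listed mean is 299.5 to 449 by group in the authors' deposited table.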

Differences from the paper's values

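The authors' p-values over the probes tested, an adjusted p of 0.1, the arrays not centred or scaled to the same spread, the loess curve and the filters on a mean in at least 1 group or in all groups were chosen after the values had been seen, and the other alternatives were set before the data were examined. The paper's methods name both an adjusted and an unadjusted p, each with a 1.2-fold limit, and the numbers found here use the adjusted p and 1.2-fold. For inoculated against non inoculated L4674 the paper reports 510 differentially expressed sequences and 1 was found here. At an unadjusted p under 0.05 and an absolute log2 of 1.2 the number here was 931. The authors' deposited table holds 509 spots with a p-value and that log2. Without the array of L4674 I and L4637 NI, that of L4674 I and L4637 I or that of L4637 NI and L4674 NI the number was 575, 465 and 629, within 1.5 times the paper's, and no other alternative reached this. The paper's 293 up-regulated sequences with an assigned function compare with 0, and with 279 at an unadjusted p under 0.05 and an absolute log2 of 1.2 and 306 without the array of L4637 I and L4674 NI, but with no other alternative set before the data were examined. An adjusted p of 0.1, chosen after the values were seen, gave 428 and left uncalled 140 of the 430 probes File S1 lists. The paper's 138 down-regulated sequences compare with 1, and with 527 at an unadjusted p under 0.05 and an absolute log2 of 1.2, and no alternative lay within 1.5 times. For L4637 the paper reports 37 differentially expressed sequences, 12 up-regulated and 20 down-regulated with an assigned function, where 0, 0 and 0 were found by limma (518, 144 and 295 at an unadjusted p under 0.05 and 1.2-fold). At an unadjusted p under 0.05 and an absolute log2 of 1.2 these numbers were 120, 45 and 56, and no alternative lay within 1.5 times. The paper's 408 genes higher in non inoculated L4637, a number that the authors' deposited table gives for annotated spots, compare with 687 annotated probes (837 with or without an annotation), and with 398 and 423 annotated probes at an absolute log2 of 1.2 with an adjusted and an unadjusted p, 580 with no dye term, 397 and 496 without the array of L4674 I and L4637 NI and that of L4637 I and L4674 NI, and 465 without the dimmest 25% of probes. The paper's 204 genes higher in inoculated L4637 compare with 351, and with 284 at an adjusted p and an absolute log2 of 1.2, 200 with no dye term, 264 without the array of L4637 I and L4674 NI and 230 without the dimmer 50% of probes. The other alternatives set before the data were examined differed by more than 1.5 times for both. A mean in at least 1 group, chosen after the values were seen, gave 216 for the latter and left uncalled 223 of the 476 probes File S1 lists. For the zein with the largest value in File S1 the paper gives a log2 fold change of 4.5, and MZ00038255 had 3.57 (standard error 0.50), with no alternative set before the data were examined within that error. It had 4.39 with the arrays not centred, chosen after the values were seen, which left uncalled 126 of the 430 probes File S1 lists.

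The authors' deposited table holds 509 spots with a p-value and an absolute log2 of at least 1.2 for L4674 (292 higher and 138 lower with an annotation), 36 for L4637 (11 and 20), 408 annotated spots higher in non inoculated L4637 and 204 spots, with or without an annotation, higher in inoculated L4637. At 1.2-fold the authors' deposited table holds 1871, 724, 1867 and 1802 spots in these comparisons. When the authors' p-values were adjusted over the probes tested, 0, 0, 3 and 0 were called, an alternative chosen after the values were seen. Of 430, 31, 546 and 476 probes listed in File S1 for these comparisons, 424, 31, 542 and 470 were tested here, and 424, 26, 541 and 470 had the same sign. Of these 1, 0, 429 and 341 were differentially expressed here and 385, 7, 514 and 423 had an unadjusted p under 0.05 and 1.2-fold. Across these probes, which are not independent, r was 0.982, 0.765, 0.962 and 0.969.

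Of 44 values in File S1 for named probes, 27 differed by more than the standard error of the value found here and 0 in sign. In L4674 the paper's File S1 gives 1.86 for MZ00016231 (0.94 here), 1.90 for MZ00016410 (1.46), 1.85 for MZ00018761 (1.44), 1.77 for MZ00021213 (0.84), 1.21 for MZ00026383 (0.81), 2.03 for MZ00029605 (1.59), -2.17 for MZ00035828 (-2.92) and 1.33 for MZ00054823 (0.75). In L4637 the paper's values are 1.61 for MZ00039626 (1.02 here) and 1.30 for MZ00041473 (0.21). Between the inbreds without inoculation the paper's values are 2.25 for MZ00014360 (1.76 here), 2.42 for MZ00021961 (1.78), 1.93 for MZ00023051 (2.46), 1.82 for MZ00025088 (3.85), -1.63 for MZ00035752 (-2.38), 1.58 for MZ00037469 (0.29), -2.77 for MZ00041277 (-4.55), 2.53 for MZ00041312 (1.74), 4.34 for MZ00044454 (2.56) and 1.79 for MZ00054846 (1.25). With inoculation the paper's values are -3.79 for MZ00003835 (-4.65 here), -3.45 for MZ00015071 (-3.77), 2.37 for MZ00027418 (1.60), 2.45 for MZ00030453 (1.61), -2.74 for MZ00041005 (-3.02), -2.18 for MZ00041285 (-0.97) and 3.80 for MZ00044454 (3.40). The value fell within the standard error of the paper's without the array of L4674 NI and L4674 I for MZ00015071, MZ00029605, MZ00030453, MZ00041005 and MZ00041277, without that of L4674 I and L4637 NI for MZ00026383, MZ00027418, MZ00030453, MZ00035752, MZ00041005 and MZ00041277, without that of L4674 I and L4637 I for MZ00035828 and MZ00041285, without that of L4637 I and L4637 NI for MZ00027418, without that of L4637 I and L4674 NI for MZ00015071, MZ00026383, MZ00030453, MZ00035752, MZ00041005 and MZ00054846, and without that of L4637 NI and L4674 NI for MZ00014360 and MZ00025088. The replicate block did so for MZ00027418 and re-centring for MZ00041005. For the others no alternative set before the data were examined did. MZ00016231, MZ00021213, MZ00035828 and MZ00054823 in L4674, MZ00035752, MZ00037469 and MZ00041277 without inoculation and MZ00015071, MZ00041005 and MZ00044454 with it fell within the standard error with the arrays not centred, chosen after the values were seen, which left uncalled 126 of 430, 63 of 546 and 200 of 476 probes of File S1 in these comparisons. The loess curve, also chosen then, did so for MZ00035752 without inoculation (65 of 546 uncalled) and for MZ00015071 and MZ00041005 with it (131 of 476), and scaling to the same spread, likewise, for MZ00041005 (463 of 476).

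The paper states that more genes were induced than repressed by inoculation in L4674, while 1180 probes were higher and 1407 lower here at an unadjusted p under 0.05 and 1.2-fold, and 4403 and 123 with the arrays not centred, an alternative chosen after the values were seen. Lower values than higher ones in inoculated L4637, which the paper also states, were found here at that threshold (335 and 183), but 381 and 819 over the probes with a mean in at least 1 group, a filter chosen after the values were seen that also admits probes with no mean in L4637, and 612 and 614 without the array of L4637 NI and L4674 NI, where the adjusted test called 12 lower and 83 higher. The paper counts ribosomal proteins, detoxification enzymes and lipid transfer proteins among the induced genes, while 14 of 444 probes of ribosomal proteins were higher and 134 lower at that threshold, 1 and 6 of 20 of glutathione transferases and 2 and 2 of 13 of lipid transfer proteins. With the arrays not centred the median of ribosomal proteins was 0.47. The paper states that heat shock proteins rose in inoculated L4674 and were high in L4637 from the start, while of the probes for these and other chaperones 29 were higher and 32 lower in the first comparison at that threshold and 33 and 26 in the second, where 21 and 17 passed the adjusted test, and 25 and 29 over the probes with a mean in at least 1 group. The paper states that non inoculated inbreds did not differ in the genes that responded in L4674, while of 1001 probes higher in inoculated L4674 at an unadjusted p under 0.05 383 were higher and 41 lower in non inoculated L4637 by the adjusted test, and of 1091 lower 43 were higher and 242 lower. Both comparisons subtract the same extracts of L4674 NI, and in data simulated with no true change 21.9% of the former were higher and 22.5% of the latter lower at the unadjusted threshold, against 51.9% and 31.8% here. These shares are not on 1 scale, since the simulated inbreds do not differ. Here 1409 of all 6740 probes were higher and 1339 lower in non inoculated L4637 at the unadjusted threshold. The lipase MZ00037469 and the physical impedance induced protein MZ00041473, which the paper lists as higher in non inoculated L4637 and as induced in L4637, had an adjusted p of 0.449 and 0.914, and no probe the paper names within an inbred passed the adjusted test. Of 17 such probes in L4674, 14 had an unadjusted p under 0.05 with 1.2-fold, 7 passed without the array of L4674 I and L4637 NI, 5 without that of L4674 I and L4637 I, 8 without that of L4637 I and L4674 NI, 10 without that of L4637 NI and L4674 NI and 5 with no dye term, and with choices made after the values were seen 13 passed with the arrays not centred and 7 at an adjusted p of 0.1. Of 4 in L4637, 3 had an unadjusted p under 0.05. The lipase passed with the arrays not centred, chosen after the values were seen. The pectinesterase MZ00030453 and the glucanase MZ00027418 had an adjusted p of 0.131 and 0.104 between the inoculated inbreds. Both passed without the array of L4674 I and L4637 NI, and the pectinesterase also without that of L4637 I and L4674 NI and that of L4637 NI and L4674 NI, where the malic enzyme MZ00041285, not called here with all arrays, passed too. The qRT-PCR values of Figure 3 were not analysed here.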

Other observations

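The splits of the extracts were planned before their results, while the list tests with a scaling and the reading of the authors' ratios after their median was taken off were chosen after the values had been seen. Storage and late embryogenesis proteins of the embryo were lower as a group in inoculated L4674, with 0 of 33 probes higher and 7 lower when adjusted over the list alone (median log2 fold change -0.82, but 0.0048 with the arrays not centred; adjusted p = 4.48e-05 from camera, adjusted p = 0.832 with an estimated correlation). A globulin-1S (MZ00042394) had -2.65 (standard error 0.36, adjusted p = 0.0650 from limma). In non inoculated kernels they were lower in L4637 than in L4674 in 14 of 26 probes and higher in 2 (16 and 2 over the list alone; median -1.32, adjusted p = 2.40e-05, adjusted p = 0.764 with an estimated correlation), with globulin 2 (MZ00016598) at -3.88 (standard error 0.65, adjusted p = 0.0139). With the arrays not centred every probe in this comparison rises by 1.14, which takes up most of that distance from 0. The distance from the other probes is unchanged. In inoculated L4637 none of 23 passed in either way of adjusting or unadjusted (median 0.26, adjusted p = 0.00177 from camera, adjusted p = 0.730 with an estimated correlation, and 0.802 from camera without the array of L4674 I and L4637 I and 0.136 without either array holding both groups of 1 inbred). Histones and proteins of DNA replication were lower in non inoculated L4637 in 26 of 48 probes and higher in 0 (34 and 1 over the list alone; median -1.10, but 0.04 with the arrays not centred; adjusted p = 7.30e-10, adjusted p = 0.587 with an estimated correlation), with a histone H1 (MZ00023714) at -2.39 (standard error 0.26, adjusted p = 0.00605). The single probes did not pass without the array of L4674 NI and L4674 I or without that of L4637 I and L4637 NI, where no probe of these comparisons did.

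Housekeeping genes had 11 of 89 probes higher and 18 lower at an unadjusted p under 0.05 in inoculated L4674, 0 by limma over all probes or the list alone (median -0.15, adjusted p = 0.431 from camera), with an actin (MZ00042965) at -1.93 (standard error 0.36, adjusted p = 0.0650). Plastid-encoded and photosynthesis genes, markers of green tissue, had 4 of 117 probes higher and 8 lower over the list alone and 1 lower over all probes, which is S7 (median -0.06, adjusted p = 0.961, with a positive direction), and seed maturation hydrolases, markers of the aleurone, 0 higher and 1 lower of 11 at an unadjusted p under 0.05 (0 over the list alone; median -0.14, adjusted p = 0.640). In inoculated L4637, glutathione transferases (10 probes, median 0.36, adjusted p = 0.00371), lipid transfer proteins (11, 0.40, adjusted p = 0.00832) and cell wall enzymes (17, 0.24, adjusted p = 0.0408) were higher by camera, with an adjusted p = 0.730, 0.628 and 0.628 with an estimated correlation. Camera gave 0.0993, 0.260 and 0.381 for these without the array of L4674 I and L4637 I. For glutathione transferases it gave 0.0702 without that of L4637 I and L4674 NI and 0.199 without that of L4637 NI and L4674 NI, and for cell wall enzymes 0.0603 without that of L4674 I and L4637 NI and 0.219 without either array holding both groups of 1 inbred. All probes annotated to a fungus had a median of -0.90 over 26 probes in inoculated L4674 (mean -0.13, adjusted p = 0.823), but 0.20 over the 42 probes with a mean in at least 1 group, 11 of them higher and 4 lower at an unadjusted p under 0.05, a filter chosen after the values had been seen. Their median was -1.46 over 18 probes in non inoculated L4637 against L4674, 4 of them lower (3 over the list alone; adjusted p = 1.29e-04, adjusted p = 0.764 with an estimated correlation).

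In the authors' deposited table, probes with a p-value were more often higher than lower for inoculation in L4674 (1672 and 418) and for L4637 over L4674 without inoculation (1525 and 418). Both comparisons subtract L4674 NI, and a shift of its values as a whole may be a cause. Over the probes tested here, 80.0% and 78.5% of those with a p-value in the authors' deposited table were higher. After the median of the authors' ratios of all tested probes was taken off, 76.2% and 71.7% were still higher, but these probes were chosen by a p-value on the ratios before that, so that this excludes nothing. Of the probes at an unadjusted p under 0.05 in the centred ratios here 45.6% and 50.4% were higher, against 4403 higher and 123 lower, and 4791 and 206, with the arrays not centred. Before centring, the median of Cy5 over Cy3 was negative on every array (-2.70 to -0.61), whichever groups it held. The counts without centring thus cannot tell a shift of L4674 NI from a bias of dyes or arrays. The authors' ratios had medians of 0.17 and 0.36, and the shift stays open. No biological explanation of this imbalance was tested.

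Other splits of the extracts into groups of the same sizes were counted for each comparison. A comparison of 3 extracts against 3 allows 10 splits, too few for a share under 0.05. The real number of differentially expressed probes and the highest of the other splits were 1 and 0 for inoculation in L4674 (2587 and 1211 at an unadjusted p under 0.05), 0 and 36 for inoculation in L4637 (518 and 953), 1704 and 0 for the inbreds without inoculation (2885 and 1235) and 858 and 0 with inoculation (2601 and 1697). For the difference between responses, 100 splits were drawn and 4 could not be fitted. At the adjusted threshold the real number was 0 and the highest of the others 395. A number of 0 is reached by all 96 splits whatever the data, so that this count decides nothing. What led a split to call 395 probes where the groups give 0 was not tested. At the unadjusted threshold the real number was 1647 and the highest of the others 1692, so that 1 other split exceeded it. With the real split counted, 2 of 96 gave as many, a share under 0.05. The other splits place the groups on the arrays and dyes in other layouts, of which 4 could not be fitted. Their precision differs from that of the real split, so that this share cannot exclude chance. The share also does not show that the groups made the count, which was 114 without the array of L4674 NI and L4674 I.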
